# Positively correlated miRNA-mRNA regulatory networks in mouse frontal cortex during early stages of alcohol dependence

**DOI:** 10.1186/1471-2164-14-725

**Published:** 2013-10-22

**Authors:** Yury O Nunez, Jay M Truitt, Giorgio Gorini, Olga N Ponomareva, Yuri A Blednov, R Adron Harris, R Dayne Mayfield

**Keywords:** miRNA, mRNA, Expression profiling, WGCNA, Network analysis, Mouse, Human, Alcoholism, Alcohol dependence, Frontal cortex

## Abstract

**Background:**

Although the study of gene regulation via the action of specific microRNAs (miRNAs) has experienced a boom in recent years, the analysis of genome-wide interaction networks among miRNAs and respective targeted mRNAs has lagged behind. MicroRNAs simultaneously target many transcripts and fine-tune the expression of genes through cooperative/combinatorial targeting. Therefore, they have a large regulatory potential that could widely impact development and progression of diseases, as well as contribute unpredicted collateral effects due to their natural, pathophysiological, or treatment-induced modulation. We support the viewpoint that whole mirnome-transcriptome interaction analysis is required to better understand the mechanisms and potential consequences of miRNA regulation and/or deregulation in relevant biological models. In this study, we tested the hypotheses that ethanol consumption induces changes in miRNA-mRNA interaction networks in the mouse frontal cortex and that some of the changes observed in the mouse are equivalent to changes in similar brain regions from human alcoholics.

**Results:**

miRNA-mRNA interaction networks responding to ethanol insult were identified by differential expression analysis and weighted gene coexpression network analysis (WGCNA). Important pathways (coexpressed modular networks detected by WGCNA) and hub genes central to the neuronal response to ethanol are highlighted, as well as key miRNAs that regulate these processes and therefore represent potential therapeutic targets for treating alcohol addiction. Importantly, we discovered a conserved signature of changing miRNAs between ethanol-treated mice and human alcoholics, which provides a valuable tool for future biomarker/diagnostic studies in humans. We report positively correlated miRNA-mRNA expression networks that suggest an adaptive, targeted miRNA response due to binge ethanol drinking.

**Conclusions:**

This study provides new evidence for the role of miRNA regulation in brain homeostasis and sheds new light on current understanding of the development of alcohol dependence. To our knowledge this is the first report that activated expression of miRNAs correlates with activated expression of mRNAs rather than with mRNA downregulation in an *in vivo* model. We speculate that early activation of miRNAs designed to limit the effects of alcohol-induced genes may be an essential adaptive response during disease progression.

## Background

Alcohol dependence is a brain disorder of complex etiology characterized by brain-wide pathophysiological alterations under continuous crosstalk, with approximately 40-60% contribution from genetic factors [1]. As suggested by Farris and Miles, interacting neuronal and glial networks across distinct brain regions likely control the variety of alcohol endophenotypes, which are ultimately controlled by the regulation of multiple gene networks expressed within individual neurons or glial cells [2]. Support for these statements is found in the observation that chronic consumption of alcohol induces long-term changes in brain gene and protein expression, which allow brain cells to adapt through homeostatic alterations in distinct signaling pathways [3,4]. Although the complex regulatory mechanisms governing these changes are not fully understood, there is mounting evidence that transcriptional reprogramming is brain area-specific and may reflect both pre-existing differences in gene expression and alterations in response to alcohol consumption [5].

MicroRNAs (miRNAs), a type of short non-coding RNA with well characterized post-transcriptional regulatory functions, have been recently implicated in cellular responses to multiple drugs of abuse including alcohol [4,6-10]. Moreover, miRNAs have extensive regulatory capacity given that a single miRNA can simultaneously target multiple genes, and multiple miRNAs can cooperatively function while targeting a single gene, therefore allowing for fine-tuned regulation of targeted gene expression. We have previously shown that miRNAs, which localize to and display neurotransmitter signaling-related activities at neuronal synapses, are also capable of eliciting distinct and specific activities in other cell types and/or compartments of the cell, such as innate immunity- and epigenetic-related functions in neuronal and glial cells [4]. This underscores the impact that molecular efficiency, signaling crosstalk, and cellular economy play in the adaptation and evolution of cellular systems and highlights the significance of miRNAs as efficient molecular targets for complex diseases such as addiction.

We have previously reported that in brains of human alcoholics, miRNAs appear mostly upregulated, with an overrepresented number of targets among downregulated mRNAs. Approximately 80% of those targets appeared to be combinatorially regulated by multiple miRNAs [11]. Many of these upregulated miRNAs appear to be central regulators of epigenetic-, synaptic signaling-, and neuroimmune-related processes (Nunez and Mayfield [4]). Here we describe new findings in the frontal cerebral cortex (FCtx) of a mouse model for high voluntary ethanol consumption. Mouse models like ours, implementing drinking in the dark (DID) protocols that produce pharmacologically relevant levels of ethanol in blood, have been developed to examine binge-like ethanol consumption [12]. Binge ethanol consumption in humans is “a pattern of behaviour that may emerge prior to, and contribute to the development of, ethanol dependence” [12]. Our goal is to identify sets of miRNAs and relevant regulatory networks that contribute to our understanding of the mechanisms related to alcohol dependence in humans. We tested the hypotheses that alcohol induces changes in miRNA-mRNA interaction networks in mouse frontal cortex and that some of the changes observed in the mouse brain are equivalent to changes occurring in similar brain regions from human alcoholics. We report on the integrative analysis of genome-wide miRNA-mRNA expression profiles from mouse FCtx samples and on the implementation of weighted gene coexpression network analysis (WGCNA). Using WGCNA, we generated correlations among coexpressed gene modules and differentially expressed miRNAs and provided evidence for relevant regulatory networks responsive to alcohol actions. We unexpectedly uncovered striking positive correlation patterns between upregulated miRNAs and upregulated predicted, validated, and/or correlated mRNA targets.

## Results

### Differential expression analysis underscores a major role for upregulation of miRNAs in FCtx of ethanol-treated mice

In order to evaluate the impact of alcohol consumption on miRNA and gene expression in mouse brain, we conducted miRNA and mRNA profiling studies on 32 samples (20 ethanol-treated mice and 12 matched controls) as described in Materials and Methods. 

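For mRNA profiling, labelled cRNA from the FCtx of each mouse was hybridized to 1 array of an Illumina MouseRef-8 v2.0 BeadChip, on which every probe is read by many beads and every chip holds 8 arrays. Ethanol-treated mice could choose between water and 20% ethanol in sessions of 3 h over 20 days. The Methods place sacrifice 20 h after the last session and the Discussion places it 24 h after. The labels of the arrays name 1 direction of the F1 cross, whereas the Methods name reciprocal crosses. Chips 1 and 2 each held 8 ethanol-treated mice and chip 4 held 8 controls. Chip 3 held 4 ethanol-treated mice at positions A, C, E and G and 4 controls at positions B, D, F and H. On all 4 chips, every mouse at the positions B, D, F and H (called even here) had a higher number than every mouse at the positions A, C, E and G (called odd). The Methods state that each RNA extraction batch held samples from both groups, and the labels do not pair the arrays with those batches.

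The authors deposited the bead summary values without normalization, with the mean signal, the detection p-value, the standard error over beads and the number of beads for 25697 probes of 18138 gene symbols. Between 10644 and 11544 probes per array were detected at a detection p-value below 0.01 in ethanol-treated mice, with a median of 10947, and between 9480 and 11413 in controls, with a median of 11093. The median signal per array lay between 166 and 203 in ethanol-treated mice (median 184) and between 146 and 187 in controls (median 165). The lowest of these values for both measures came from the same array, that of control mouse C66 on chip 4. Correlations between pairs of arrays ranged from 0.972 to 0.994 over the 496 pairs. After the Methods, the signals were variance-stabilized and quantile-normalized, which gives values on a log2 scale, and ethanol-treated mice were compared with controls by limma with Benjamini-Hochberg adjustment. The comparison covered the 10187 probes (7926 gene symbols) detected on at least 75% of the 32 arrays, a presence filter that the Methods give for the network analysis and do not give for limma. For a gene with several tested probes, its value is that of the probe with the highest mean.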

Ethanol-treated mice consumed an average of 4.92 g/kg/3 h (range: 4.08-6.31 g/kg/3 h; stdev: 0.52). The miRNA expression analysis indicated that, as in prefrontal cortex (PFC) of human alcoholics, miRNAs appear predominantly upregulated in FCtx of alcohol-drinking mice, with 52 miRNA families upregulated in mouse brain (Table 1). Importantly, we found that a highly significant number of miRNA families that are upregulated in PFC of human alcoholics [11] are also upregulated in the FCtx of ethanol-treated mice (Figure 1). Fourteen out of 32 alcohol-induced human miRNA families changed expression in the ethanol-treated mice (P < 1 × 10^-5^ as determined after 10,000 Monte Carlo simulations). The fact that upregulation is predominant at the significance level chosen (FDR < 10%) among differentially expressed miRNAs in the mouse frontal cortex is consistent with previous results in human alcoholic PFC [11]. The miRNA families that change expression in both mouse and human were: let-7, miR-7, miR-15, miR-101, miR-140, miR-152 (all validated by qPCR, P < 0.05), as well as miR-17, miR-34, miR-135, miR-144, miR-146, miR-301, miR-339, miR-368 (qPCR not performed). Other differentially expressed miRNAs specific to the mouse model were also validated by qPCR, including miR-195 (member of the miR-15 family) and miR-541 family members. Moreover, we found a significant match among differentially expressed mouse miRNA families and those reported in PFC of ethanol-treated rats [13]. Seventeen out of 33 rat miRNA families (representing 41 differentially expressed rat miRNAs) were matched to our mouse data, P < 1 × 10^-5^. The miRNA families that change expression in both mice and rats were: mir-7, mir-9, mir-10, mir-15, mir-17, mir-26, mir-29, mir-30, mir-101, mir-130, mir-181, mir-204, mir-339, mir-340, mir-368, mir-434, mir-467. Overall, these results underscore the relevance of gene regulation by miRNAs in response to alcohol consumption and suggest conservation of alcohol-responsive miRNA regulatory pathways from rodent to human.

**Table 1:** Differentially expressed miRNAs in mouse frontal cortex

**Rank**	**Name**	**Family ID**	**logFC**	**Ave.Exp.**	**P.Value**	**adj.P.Val**
1	mmu-let-7g-5p	let-7	0.30	12.20	2.12E-07	1.27E-04
2	mmu-let-7d-5p	let-7	0.27	11.53	5.98E-07	1.27E-04
4	mmu-let-7c-5p	let-7	0.29	11.78	1.09E-06	1.49E-04
5	mmu-let-7b-5p	let-7	0.25	12.48	1.17E-06	1.49E-04
10	mmu-let-7a-5p	let-7	0.27	12.59	9.73E-06	6.88E-04
7	mmu-let-7i-5p	let-7	0.24	11.17	1.08E-05	6.88E-04
22	mmu-let-7e-5p	let-7	0.21	11.25	1.67E-04	4.83E-03
42	mmu-miR-125a-5p	mir-10	0.22	11.79	1.49E-03	2.26E-02
12	mmu-miR-101b-3p	mir-101	0.29	7.79	1.72E-05	9.11E-04
37	mmu-miR-101a-3p	mir-101	0.24	10.12	1.17E-03	1.92E-02
50	mmu-miR-107-3p	mir-103	0.22	8.77	3.24E-03	4.12E-02
64	mmu-miR-124-5p	mir-124	0.15	6.32	7.13E-03	7.09E-02
33	mmu-miR-301a-3p	mir-130	0.22	8.39	6.90E-04	1.29E-02
59	mmu-miR-130a-3p	mir-130	0.16	8.30	5.94E-03	6.44E-02
52	mmu-miR-135b-5p	mir-135	0.22	7.92	4.08E-03	4.99E-02
74	mmu-miR-136-5p	mir-136	0.22	9.06	1.09E-02	9.39E-02
18	mmu-miR-138-5p	mir-138	0.26	12.84	9.05E-05	3.20E-03
40	mmu-miR-140-3p	mir-140	0.19	7.89	1.23E-03	1.94E-02
46	mmu-miR-144-3p	mir-144	0.25	6.88	2.38E-03	3.30E-02
68	mmu-miR-145-5p	mir-145	0.17	7.03	8.25E-03	7.73E-02
48	mmu-miR-146b-5p	mir-146	0.16	7.50	2.60E-03	3.38E-02
25	mmu-miR-152-3p	mir-148	0.19	6.47	2.22E-04	5.65E-03
31	mmu-miR-149-5p	mir-149	0.22	7.69	4.26E-04	8.75E-03
14	mmu-miR-16-5p	mir-15	0.29	10.94	2.74E-05	1.25E-03
16	mmu-miR-15a-5p	mir-15	0.20	9.18	5.63E-05	2.24E-03
20	mmu-miR-195-5p	mir-15	0.24	8.63	1.26E-04	4.01E-03
53	mmu-miR-15b-5p	mir-15	0.15	6.85	4.15E-03	4.99E-02
44	mmu-miR-93-5p	mir-17	0.16	6.98	1.73E-03	2.45E-02
21	mmu-miR-181d-5p	mir-181	0.24	8.47	1.51E-04	4.59E-03
57	mmu-miR-181a-5p	mir-181	0.20	9.81	5.96E-03	6.44E-02
69	mmu-miR-182-5p	mir-182	0.62	8.71	8.90E-03	8.21E-02
62	mmu-miR-183-5p	mir-183	0.66	8.38	6.90E-03	6.99E-02
49	mmu-miR-185-5p	mir-185	0.19	8.91	2.60E-03	3.38E-02
41	mmu-miR-191-5p	mir-191	0.19	9.71	1.25E-03	1.94E-02
28	mmu-miR-193-3p	mir-193	0.25	6.55	3.70E-04	8.12E-03
29	mmu-miR-1952	mir-1952	0.21	9.18	3.70E-04	8.12E-03
72	mmu-miR-1961	mir-1961	0.19	6.58	1.03E-02	9.11E-02
34	mmu-miR-204-5p	mir-204	0.31	7.74	6.87E-04	1.29E-02
26	mmu-miR-222-3p	mir-221	0.23	10.22	2.37E-04	5.81E-03
35	mmu-miR-221-3p	mir-221	0.25	9.09	8.47E-04	1.54E-02
63	mmu-miR-221-5p	mir-221	0.17	5.61	6.79E-03	6.99E-02
38	mmu-miR-23a-3p	mir-23	0.22	10.57	1.12E-03	1.92E-02
51	mmu-miR-23b-3p	mir-23	0.27	11.85	3.70E-03	4.63E-02
13	mmu-miR-24-2-5p	mir-24	0.24	7.13	1.89E-05	9.26E-04
24	mmu-miR-24-3p	mir-24	0.25	11.70	1.98E-04	5.27E-03
58	mmu-miR-24-1-5p	mir-24	0.17	7.72	5.92E-03	6.44E-02
3	mmu-miR-26a-5p	mir-26	0.30	12.79	4.71E-07	1.27E-04
47	mmu-miR-26b-5p	mir-26	0.29	9.79	2.47E-03	3.35E-02
15	mmu-miR-29a-5p	mir-29	0.29	7.56	3.17E-05	1.34E-03
6	mmu-miR-30d-5p	mir-30	0.26	9.68	3.57E-06	3.79E-04
39	mmu-miR-30e-5p	mir-30	0.26	10.87	1.18E-03	1.92E-02
43	mmu-miR-30e-3p	mir-30	0.29	8.17	1.61E-03	2.38E-02
76	mmu-miR-30b-5p	mir-30	0.25	11.79	1.12E-02	9.39E-02
9	mmu-miR-320-3p	mir-320	0.26	7.49	1.07E-05	6.88E-04
71	mmu-miR-330-5p	mir-330	0.15	7.70	9.69E-03	8.70E-02
30	mmu-miR-335-5p	mir-335	0.23	10.51	4.00E-04	8.50E-03
67	mmu-miR-339-5p	mir-339	0.20	6.80	7.92E-03	7.53E-02
8	mmu-miR-34c-5p	mir-34	0.24	6.68	9.54E-06	6.88E-04
77	mmu-miR-34a-5p	mir-34	0.17	9.54	1.17E-02	9.66E-02
45	mmu-miR-340-5p	mir-340	0.17	8.51	1.71E-03	2.45E-02
17	mmu-miR-361-5p	mir-361	0.24	7.88	7.74E-05	2.90E-03
19	mmu-miR-376b-3p	mir-368	0.26	8.45	1.05E-04	3.50E-03
56	mmu-miR-376a-3p	mir-368	0.19	10.21	5.63E-03	6.40E-02
23	mmu-miR-434-3p	mir-434	0.22	10.46	1.76E-04	4.88E-03
27	mmu-miR-451	mir-451	0.33	10.72	2.79E-04	6.57E-03
66	mmu-miR-669c-5p	mir-467	0.17	8.84	7.68E-03	7.41E-02
55	mmu-miR-485-3p	mir-485	0.19	6.75	5.52E-03	6.39E-02
65	mmu-miR-669n	mir-669n	0.14	7.88	7.46E-03	7.31E-02
60	mmu-miR-674-5p	mir-674	0.17	8.64	6.08E-03	6.45E-02
54	mmu-miR-676-3p	mir-676	0.15	6.63	4.48E-03	5.28E-02
11	mmu-miR-7a-5p	mir-7	0.24	9.17	1.37E-05	7.91E-04
36	mmu-miR-708-5p	mir-708	0.17	9.38	9.09E-04	1.61E-02
70	mmu-miR-429-3p	mir-8	0.61	9.27	9.53E-03	8.68E-02
32	mmu-miR-9-3p	mir-9	0.22	12.96	6.43E-04	1.28E-02
61	mmu-miR-9-5p	mir-9	0.24	12.11	6.91E-03	6.99E-02
73	mmu-miR-96-5p	mir-96	0.53	8.58	1.06E-02	9.22E-02

**Figure 1:**
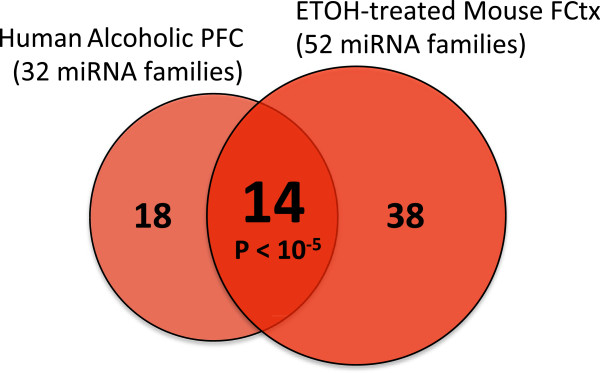
**Upregulation of frontal cortex miRNAs in response to alcohol is conserved from mice to humans.** Venn diagram highlights common set of 14 upregulated miRNA families in prefrontal cortex of human alcoholics [11] and ethanol-treated mice (current study). P value empirically assessed after 100,000 Monte Carlo simulations. PFC: prefrontal cortex, FCtx: frontal cortex.

### Ethanol-responsive genes in brains of mice significantly match respective homologs differentially expressed in brains of human alcoholics

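At an FDR below 1%, 774 genes differed between the 20 ethanol-treated mice and the 12 controls by limma. Of these, 332 had a probe that was higher and 445 a probe that was lower in ethanol-treated mice. With median scaling in place of quantile normalization, 141 genes passed, and 118 were higher and 23 lower. Atp2b1, on chromosome 10, averaged 9.65 ± 0.10 (SD, n = 20) in ethanol-treated mice and 9.14 ± 0.25 (SD, n = 12) in controls, a log2 fold change of 0.51 (standard error 0.06, adjusted p = 1.2e-06 by limma). Fermt2, on chromosome 14, averaged 10.46 ± 0.10 (SD, n = 20) and 10.21 ± 0.08 (SD, n = 12), a log2 fold change of 0.25 (standard error 0.04, adjusted p = 3.6e-05 by limma). For both genes, all 20 ethanol-treated mice lay above the median of the controls. The paper's Table S1 lists 709 genes, of which 708 were tested here. By the brightest probe of each gene, the fold change of 673 of these had the direction of the table, with a Pearson correlation of 0.905 across genes, and 386 passed an FDR of 1%. By the probe with the lowest p-value, 99.9% had the direction of the table and the correlation was 0.978. Of the 708 genes, 472 had any probe at an FDR below 1%.

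Because the chips differed in treatment, the comparison was repeated within and between chips. With chip as a fixed block, under which the difference rests on chip 3, 17 genes passed an FDR of 1%. With odd or even position added to that block, an alternative chosen after seeing the data, the count was 2 (Cfp and Chordc1), the lowest of any alternative. On chip 3 alone, 317 genes differed between the 4 ethanol-treated mice and the 4 controls at an FDR below 1% and 1531 at an FDR below 10% by limma. With normexp background these counts were 0 and 1031, with 2282 genes at an unadjusted p below 0.05. Between chips 1 and 2, which held ethanol-treated mice only, 1 gene (Tpi1) passed an FDR of 1% and 190 an FDR of 10%. These 3 genes were named after their values were seen. Between the 12 odd and the 12 even positions of chips 1, 2 and 4, within which treatment did not vary, 313 genes passed an FDR of 1%. Across the 10187 probes, which are not independent replicates, the differences between ethanol-treated mice and controls on chip 3 had a Pearson correlation of 0.0906 (Spearman 0.0518) with those between chips 1 and 2 and chip 4. When the 8 arrays of chip 3 were split into 4 and 4 in all 35 ways, 26 splits, the real one included, gave a correlation at least as large in size. The differences on chip 3 had a correlation of 0.568 with those between odd and even positions on chips 1, 2 and 4. Controls of chip 3 also differed from controls of chip 4 along the contrast of treatments. At even positions, their difference had a slope of 0.419 on the difference between ethanol-treated mice of chips 1 and 2 and controls of chip 4 at odd positions, which shares no array with it. The same contrast of treatments repeated at even positions had a slope of 0.631. Fermt2 differed by 0.23 on chip 3 and by 0.26 between chips 1 and 2 and chip 4, and Atp2b1 by 0.23 and 0.66. With chip as a fixed block and odd or even position, Fermt2 differed by 0.31 (adjusted p = 0.155 by limma) and Atp2b1 by 0.26 (adjusted p = 0.291 by limma).

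**Figure D1:**
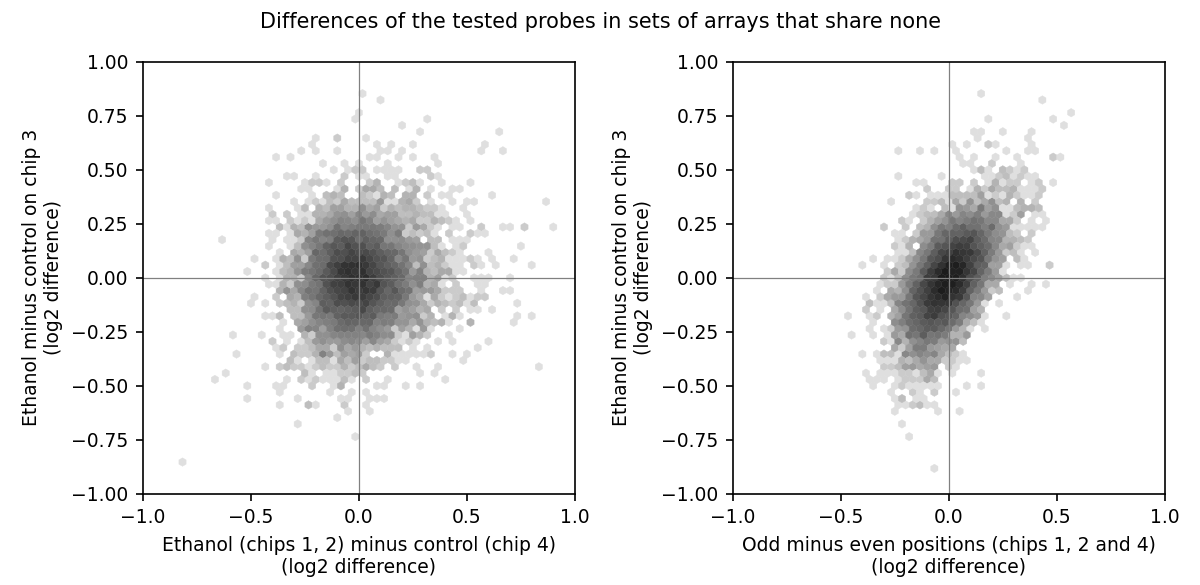
Log2 difference between ethanol-treated mice and controls on chip 3 for each of 10187 probes (vertical axes) against the log2 difference between ethanol-treated mice of chips 1 and 2 and controls of chip 4 (left) and between odd and even positions of chips 1, 2 and 4 (right), with darker hexagons holding more probes. The cloud on the left has a correlation of 0.0906 and the tilted cloud on the right one of 0.568.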

Differential expression analysis of the Illumina microarray data identified 709 genes with expression changes in response to alcohol in the FCtx of ethanol-treated mice (Additional file 1: Table S1, FDR < 1%). A representative group of altered genes, including Syt11, Tom1, Atp2b1, and Fermt2, were validated by qPCR (P < 0.05) using TaqMan® assays as described in Materials and Methods. A significant number of the differentially expressed genes (Additional file 1: Figure S1A) also changed in PFC of human alcoholics, as reported by the Mayfield group [11,14]. Such highly statistically significant matches (P < 1 × 10^-5^ as empirically estimated by Monte Carlo simulations) underscore the relevance of the commonly affected genes. However, it should be noted that 79% of the common gene changes are occurring in opposite directions when the mouse and human models are compared (Figure 2A). When our mouse gene expression dataset was compared to an additional profiled cohort of human alcoholics [15], we consistently found a highly significant match among differentially expressed genes between the mouse and human models (84 common differentially expressed genes, P < 1 × 10^-7^, (Additional file 1: Figure S1B). Moreover, we similarly observed that a relatively large percentage (40%) changed in opposite directions (Figure 2B). Furthermore, comparison to the human datasets indicated that a majority of the common differentially expressed genes (65% on average) are upregulated in the mouse brain, while only 34% on average are upregulated in the brain of human alcoholics. These results suggest that brain genes upregulated in early stages of development of alcohol dependence (using mouse model) might undergo downregulation in late stages of the disease (using human alcoholic model), possibly due to homeostatic mechanisms driven by miRNA regulation.

**Figure 2:**
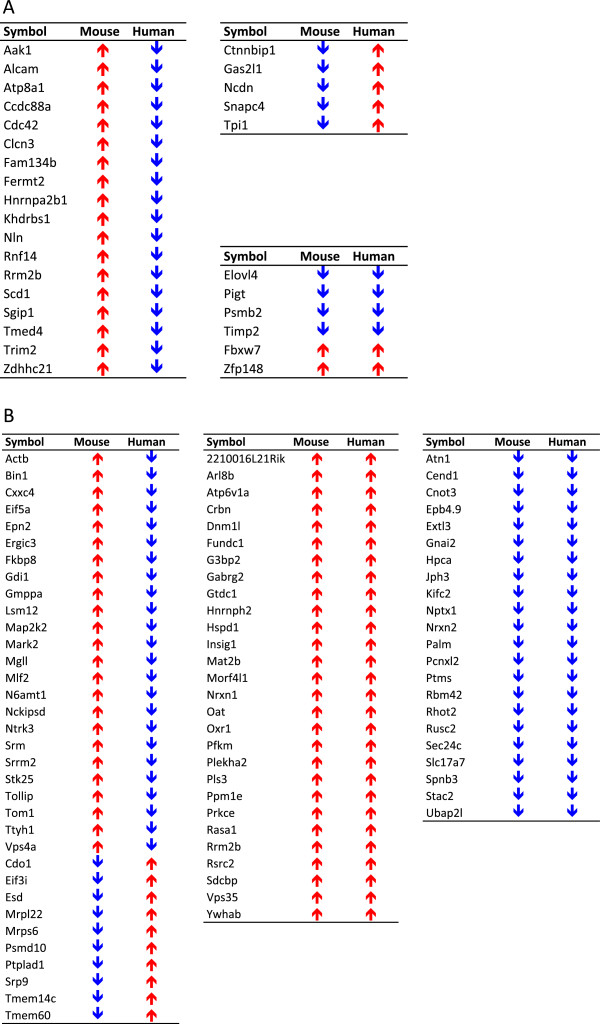
**Conserved differential gene expression in response to ethanol with implicit model differences in direction of change. A**: Venn diagram highlights common set of 29 differentially expressed genes in prefrontal cortex of human alcoholics (as reported by [14]) and ethanol-treated mice (current results); **B**: Directionality of expression changes in common set of 29 differentially expressed genes referred to in A; **C**: Venn diagram highlights common set of 84 differentially expressed genes in prefrontal cortex of human alcoholics (as reported by [15]) and ethanol-treated mice (current study); D: Directionality of expression change in common set of 84 differentially expressed genes referred to in C. P values empirically assessed after 10^5^ and 10^7^ Monte Carlo simulations, respectively.

### Integrated miRNA-mRNA networks reveal positively correlated action of brain miRNAs and persistent upregulation of overtargeted mRNAs in ethanol drinking mice

In order to better understand miRNA-mRNA regulatory relationships, we constructed respective interaction networks among negatively and positively correlated interaction groups, using the miRNA-mRNA interaction universe generated from miRecords predicted (consensus of at least 4 tools) and validated interactions (described in Materials and Methods). We found that the negatively correlated network of interactions among upregulated miRNAs and downregulated mRNAs (average number of neighbors: 2.95, Figure 3A) was no different from randomized networks generated as a control tool (average number of neighbors: 3.03, shown in Additional file 1: Figure S2A). On the other hand, the corresponding network containing the miRNA-mRNA interactions that were positively correlated (upregulated miRNA-upregulated mRNA network) provided unexpected evidence that this network was twice as interconnected (average number of neighbors: 4.97, Figure 3B) as expected by chance (average number of neighbors: 2.52, shown in Additional file 1: Figure S2B).

**Figure 3:**
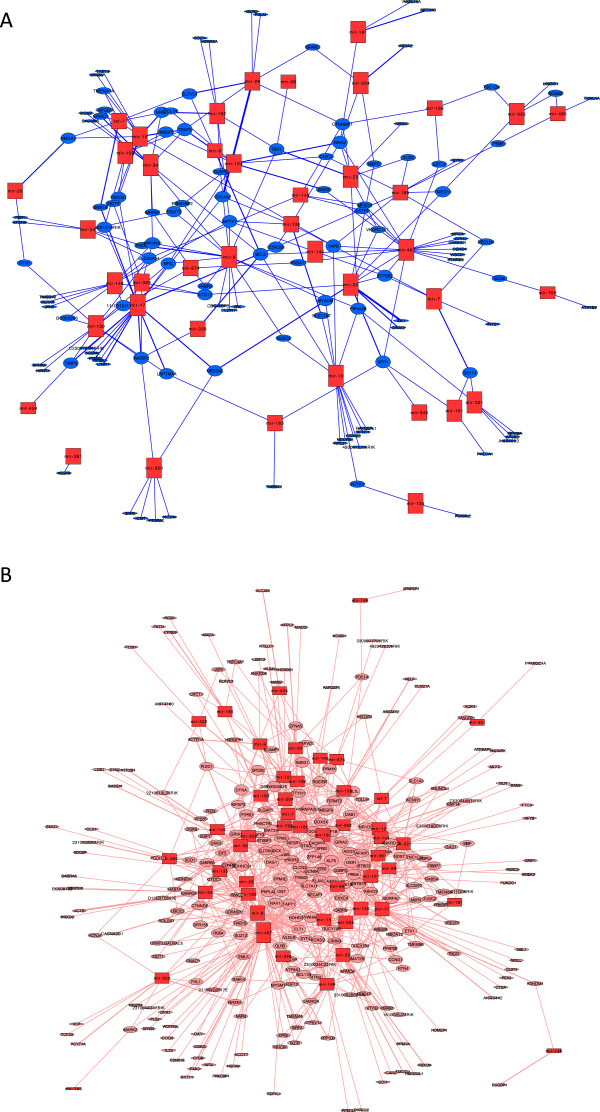
**Alcohol-induced miRNA-mRNA interaction networks. A**: Interaction network among upregulated miRNAs (red squares) and downregulated mRNAs (blue circles); average number of neighbors 2.95. **B**: Interaction network among upregulated miRNAs (red squares) and upregulated mRNAs (pink circles); average number of neighbors 4.97. The average number of neighbors represents the average number of links (edges) a node has to other nodes. The size of the nodes is proportional to the number of edges (interactions, represented as lines) for each node.

In addition when overrepresentation analyses were conducted on the interaction networks, we found that the majority of upregulated miRNAs (38/48 = 79%) have an overrepresented number of targets among upregulated genes (Additional file 1: Table S2, FDR < 0.10), while only about one quarter (10/41 = 24%) had an overrepresented number of targets among downregulated genes (Additional file 1: Table S3, FDR < 0.10). The expected number of miRNAs with overrepresented number of targets is 22/45 = 49%, as determined by averaging the proportions obtained for two random networks. Therefore, the proportion detected in the positively correlated (upregulated miRNA-upregulated mRNA) network is highly significantly enriched (79% vs. 49%, Chi-squared P < 1 × 10^-4^) in miRNAs that have a higher than expected number of targets (“overtargeting” miRNAs). On the other hand, the proportion detected in the negatively correlated (upregulated miRNA-downregulated mRNA) network is significantly smaller than expected by chance (24% vs. 49%, Chi-squared P = 0.0016), indicating that the negatively correlated network is depleted of overtargeting miRNAs. This is consistent with the observation that out of 413 upregulated genes, 265 (64%) represented putative upregulated miRNA targets, while only 119 out of 296 downregulated genes (40%) represented putative downregulated miRNA targets. These results suggest that the function of the alcohol-induced miRNAs is to target alcohol-induced genes.

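Table S1 holds adjusted p-values up to 0.097 and log2 fold changes down to 0.14 in size, so genes were also called at an FDR below 10% with a change of at least 1.1-fold. This range gave 1654 genes by limma, 801 with a probe that was higher and 870 with a probe that was lower in ethanol-treated mice, so that 47.9% of these calls were increases. With median scaling in place of quantile normalization, 810 were higher and 175 lower, and increases made up 82.2%. With chip as a fixed block, 251 were higher and 354 lower. Among the genes with the largest increases at an FDR below 1%, Fam168a rose by 0.60 on the log2 scale (standard error 0.10), Aqp4 by 0.57 (standard error 0.11) and Btbd3 by 0.54 (standard error 0.07). On chip 3 alone the increases were 0.24 for Fam168a, 0.61 for Aqp4 and 0.24 for Btbd3. With chip as a fixed block and odd or even position, an alternative chosen after seeing the data, they were 0.056, 0.24 and 0.19, with adjusted p between 0.645 and 0.960 by limma.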

### WGCNA identifies brain gene modules perturbed by ethanol

To determine the relevant alcohol-responsive pathways regulated by miRNAs, we investigated the organization of the transcriptome in the frontal cortex of the mouse brain by applying weighted gene coexpression network analysis to the 32 samples as described in Materials and Methods. The weighted network identified groups (modules) of genes with similar expression patterns and high topological overlap. Topological overlap is a pairwise measurement that describes the similarity of two genes’ coexpression relationships with all other genes in the network [16,17] and has been shown to globally identify, for example, coexpression patterns that correlate with validated protein interactions in the human brain [18]. Our WGCNA identified 10 mRNA modules (Figure 4) with highly significant coexpression patterns, which we graphically corroborated by plotting the expression levels for the top 10 genes with the strongest membership on alcohol-related modules (Additional file 1: Figure S3). 

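A signed network was built from the 32 arrays and the 7926 tested genes with the parameters of the Methods (power 12, tree height 0.99, at least 100 genes per module), a tree cut written anew and, added here, merging of modules whose eigengenes correlate above 0.85. It held 11 modules with 4737 genes, and 3189 genes were in none. The modules are numbered here by size, from 1074 genes in module 1 to 108 genes in module 11. Of the genes in modules, 71.8% had a correlation above 0.5 with their module's eigengene. The eigengene accounted for between 34.0% and 45.1% of the variance of its module. A static cut at the same height gave 7 modules, and values centred within each group and chip before the network was built gave 6, the lowest number of any alternative. Treatment accounted for 0.708 of the variance of principal component 1 of all tested probes and 0.0248 of that of component 2, chip, which largely coincides with treatment, for 0.663 and 0.269, and odd or even position for 0.182 and 0.502.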

All modules were further correlated using the module eigengenes, with the phenotypic traits of interest, namely average ethanol consumption per voluntary drinking session and expression pattern of differentially expressed miRNAs. Table 2 summarizes the WGCNA module detection results. We included correlation values to the ethanol consumption trait and the associated P value of these correlations, as well as results from a variety of enrichment analyses. Additional details for enrichment analyses are provided in Additional file 1: Tables S4-S7). We want to point out that the number of modules produced by our WGCNA strategy seems rather low and the number of unassigned genes (grey module) rather large. One of the reasons for this behavior is that we constrained the minimum number of genes per module to a relatively high number (100 genes) in an effort to generate larger modules that improve detection of functional enrichment after gene enrichment analysis. Moreover, we purposely chose a low cutting height of 0.99 (default in WGCNA R package is 0.995) while implementing the dynamic tree cut method of the blockwiseModules function, to increase the stringency of the module detection step. Cutting height sets a threshold for dissimilarity between expression patterns to be considered for module detection: the lower the threshold, the more similar the patterns need to be for assignment into modules. Yet another potentially influential factor is the relatively small difference in gene expression between control and ethanol-treated animals, which may make it more difficult to detect significantly different patterns at stringent levels of statistical significance. 

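The median change of the 834 probes called at an FDR below 1% was 1.18-fold and the largest was 1.85-fold. Among these, 10 probes changed more than 1.5-fold and 0 more than 2-fold. Over all 10187 tested probes the median change was 1.05-fold. The SD between mice of one group had a median of 0.136 on the log2 scale over the tested probes and 0.148 over the called probes.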

The relatively small changes in gene and miRNA expression observed in rodent and human models of alcohol consumption are a common phenomenon described by researchers in the field [11,13,19].

**Figure 4:**
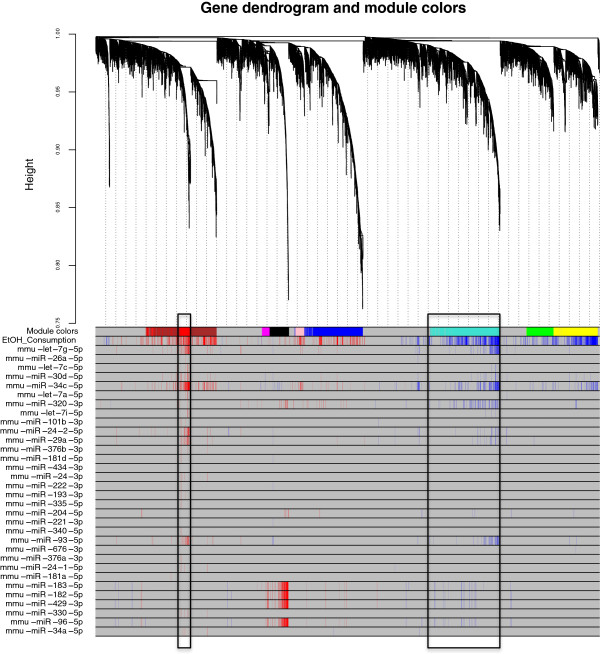
**Gene dendrogram, module assignment, and correlation to individual traits of interest.** The network was created from the weighted correlation matrix generated by WGCNA, by first calculating the adjacency matrix and then calculating topological overlap (TO) to hierarchically cluster genes into coexpression modules (see Materials and Methods). Final module assignments were made based on module membership. (Upper) Cluster dendrogram groups genes into distinct modules. The y-axis represents a dissimilarity distance (1 - TO). Dynamic tree cutting was used to determine modules, by dividing the dendrogram at significant branch points. (Lower) Correlation between individual genes and traits of interest (ethanol consumption and miRNA expression) with FDR < 0.10 are shown as color coded lines: red line indicates positive correlation and blue line indicates negative correlation). Red and turquoise modules (encased by rectangles) appear preferentially targeted by differentially expressed miRNAs.

**Table 2:** Modular enrichment analysis

**Gene module**	**Module correlation to EtOH consumption**	**P value of correlation to consumption**	**Differentially expressed (DE) genes in module**	**Module size**	**P value of enrichment in DE genes**	**Functional category enrichment**	**Cell type-specific enrichment**
**Red**	**0.63**	**1.08E-04**	**74**	**307**	**5.02E-16**	**Vesicle-mediated transport, Endocytosis**	**Oligodendrocytes**
**Brown**	**0.55**	**1.23E-03**	**88**	**846**	**6.72E-02**	**Transport, Synaptic transmission, Toll-like receptor & chemokine signaling**	**Neurons, Astrocytes**
**Pink**	**0.47**	**6.28E-03**	**30**	**150**	**1.89E-05**	**Cellular component organization or biogenesis, endosomal transport**	**-**
**Blue**	**0.35**	**4.77E-02**	**104**	**936**	**9.16E-03**	**Synaptic transmission, Neurotransmitter secretion**	**Neurons, Astrocytes, Oligodendrocytes**
Black	0.13	0.47	1	306	1	Regulation of developmental process, Neurogenesis	Astrocytes, Neurons, Oligodendrocytes
Grey	0.04	0.85	15	3339	1	-	Neurons, Oligodendrocytes
Magenta	-0.08	0.65	0	130	1	Blood vessel development, Angiogenesis, BMP signaling	Astrocytes, Microglia
Green	-0.40	2.44E-02	10	445	1	Oxidative phosphorylation, Ribosome biogenesis	Astrocytes
**Turquoise**	**-0.63**	**1.08E-04**	**224**	**1125**	**9.85E-36**	**Synaptic transmission, Chemokine signaling, Toll-like receptor signaling**	**Neurons, Astrocytes**
**Yellow**	**-0.74**	**1.35E-06**	**196**	**719**	**1.90E-52**	**Electron transport chain, Translation, Ribosome biogenesis**	**-**

Enrichment for differentially expressed genes, functional categories, and cell type-specific markers in coexpressed gene modules detected by WGCNA. Relevant modules are highlighted in bold fonts.

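The consumption of each mouse was not used here, and the eigengenes were compared between ethanol-treated mice and controls in its place. Of the 11 modules, 4 differed at an adjusted p below 0.01 (two-sided permutation test of the difference of means, 100000 resamples, Benjamini-Hochberg over the modules). The resamples moved arrays freely between chips, although chips 1, 2 and 4 each held 1 group. These p-values therefore do not separate treatment from chip. The eigengene of module 4, with 496 genes, averaged -0.112 ± 0.0684 (SD, n = 20) in ethanol-treated mice and 0.186 ± 0.150 (SD, n = 12) in controls (adjusted p = 5.5e-05, permutation test). That of module 2, with 1030 genes, averaged -0.0911 ± 0.124 and 0.152 ± 0.155 with the same adjusted p, which is the smallest that the resamples could give for both. Modules 1 and 9 were higher in ethanol-treated mice. The eigengene of module 1 averaged 0.0716 ± 0.153 against -0.119 ± 0.160 (adjusted p = 0.0065, permutation test), and that of module 9, with 119 genes, 0.0934 ± 0.128 against -0.156 ± 0.143 (adjusted p = 7.3e-05, permutation test). Modules 3 and 5 lay just outside the threshold, with adjusted p of 0.0103 and 0.0114 by the permutation test. On chip 3 alone, with 4 mice per group, exact permutation tests cannot give a p below 0.0286, so that 0 modules can pass an adjusted p of 0.01. This smallest p was reached by 9 of the 11 modules (adjusted p = 0.0349, exact permutation test), though not by modules 8 and 9. There the differences of modules 1, 2, 4 and 9 kept their direction (0.222, -0.365, -0.0938 and 0.157), whereas modules 3 and 5 went from 0.178 and -0.173 over all arrays to -0.150 and 0.185. The eigengenes also followed the position on the chip, and 8 of the 11 differed between odd and even positions of chips 1, 2 and 4 at an adjusted p below 0.01 by the permutation test. With values centred at odd and at even positions before the network was built, an alternative chosen after seeing the data, 3 of 8 modules differed with treatment. The differences of these 3 were 0.273, -0.233 and -0.278 over all arrays and 0.0293, -0.154 and 0.0079 on chip 3.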

Five modules (yellow, red, turquoise, pink, and brown) presented significant average correlations with the ethanol-related traits (Table 2, P < 0.01; Figure 5A and 5B; P < 0.05), thus warranting further investigation. The alcohol-responsive modules also presented highly significant correlations between module membership (MM) and gene significance (GS) to the ethanol-consumption trait (Figure 5C), which strengthen the inference of biological functions of the alcohol-significant genes by analyzing ontology category enrichment in the respective modules. Moreover, the five modules significantly correlated with ethanol drinking were significantly enriched with differentially expressed genes (Table 2). 

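Of the 7926 genes in the network, 1654 had been called at an FDR below 10% with at least a 1.1-fold change, and 5 of the 11 modules held more of these than chance (one-sided Fisher's exact test, Benjamini-Hochberg over the modules). The called genes were 57.1% of module 9, 55.2% of module 4, 40.3% of module 2, 32.8% of module 1 and 27.6% of module 3. The largest adjusted p among these was 8.6e-06, for module 3. The threshold was an adjusted p of 0.05. The same 5 modules passed it with the genes called at an FDR below 1%, with a largest adjusted p of 0.0385 by Fisher's exact test, again for module 3. All 119 genes of module 9 and 0 of the 496 genes of module 4 were higher on average in ethanol-treated mice. The called genes and the eigengenes come from the same arrays and the same contrast. The paper reasons that correlations between module membership and gene significance for ethanol consumption strengthen what the ontology categories of these modules can say about the functions of alcohol-related genes, and adds the enrichment in differentially expressed genes as a further observation.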

We also detected significant correlations (FDR < 0.1) between individual gene expression patterns and individual differentially expressed miRNA expression patterns (Figure 4, Additional file 1: Table S8), which provide indirect experimental validation for a group of predicted miRNA-mRNA interactions. By correlating the module eigengenes with the differentially expressed miRNA expression patterns (Figure 6) and considering the individual significant correlations shown in Figure 4, three modules (red and brown –positively correlated with ethanol drinking, and turquoise –negatively correlated with ethanol drinking), were found to be preferentially targeted by the differentially expressed miRNAs. To assess the validity of this approach, we corroborated the positively correlated expression levels of interacting miRNAs and mRNAs (i.e., mmu-let-7 vs. Syt11 and mmu-let-7 vs. Tom1) by qPCR. Additional confirmation for WGCNA-suggested interactions was obtained from TarBase, the database for validated interactions, where we found validated interactions between miRNAs and mRNAs that were positively correlated in our study but negatively correlated in previous publications: mmu-miR-34a-5p --| ACTB, mmu-miR-200b-3p --| ZEB2, mmu-miR-30a-5p --| TNRC6A, mmu-miR-152-3p --| CAMK2A, mmu-miR-200c-3p --| FLT1, mmu-miR-20a-5p --| ZBTB7A. Also, we found evidence in TarBase for validated interactions between miRNAs and mRNAs that were negatively correlated in our study as well as in previous publications: mmu-miR-29b-5p --| COL4A2 and mmu-miR-30a-5p5p --| AK1. 

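Of the mRNAs named in these pairs, Actb, Zeb2, Tnrc6a, Flt1 and Zbtb7a were higher in ethanol-treated mice by 0.32, 0.36, 0.26, 0.19 and 0.35 on the log2 scale, with adjusted p by limma of 0.0038, 8.8e-04, 0.0105, 0.0356 and 0.0477. All 5 tested probes of Actb rose, the one with the lowest p-value by 0.67. For Camk2a, the brighter probe fell by 0.093 (adjusted p = 0.335 by limma) and the other rose by 0.20 (adjusted p = 0.0125 by limma). Col4a2 fell by 0.38 (adjusted p = 4.1e-04 by limma), with 0 of 20 ethanol-treated mice above the median of the controls, and Ak1 fell by 0.26 (adjusted p = 0.0509 by limma). On chip 3 the differences of these 8 genes, in the order named, were 0.26, 0.20, 0.21, 0.34, 0.71, -0.30, -0.28 and -0.63. There the treatment coincides with odd or even position. With chip as a fixed block and odd or even position, chosen after seeing the data, they were 0.063, -0.042, -0.079, 0.14, 0.18, -0.31, -0.052 and -0.38. The adjusted p-values of these lay between 0.429 and 0.958 by limma.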

Apparent spurious correlation was observed among some differentially expressed miRNAs and the black module. However, this module did not show significant correlation with the alcohol consumption phenotype. Hence the correlations detected among the black module and differentially expressed miRNAs are understood as pleiotropic interactions, akin to off-target effects (in this case referring to the miRNA targeting of non-alcohol-relevant transcripts).

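Table S8 lists 179 genes paired with miR-183, miR-182, miR-96 or miR-429. Of these, 120 that correlate positively with the miRNAs in that table were tested here and were in none of the marker lists, and 103 of them were in module 6. The eigengene of this module averaged 0.0188 ± 0.166 (SD, n = 20) in ethanol-treated mice and -0.0314 ± 0.204 (SD, n = 12) in controls, with an adjusted p of 0.555 by a permutation test. Of its 393 genes, 25 were called at an FDR below 10% with at least a 1.1-fold change by limma. The color names of the paper were not matched to the numbers used here.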

**Figure 5:**
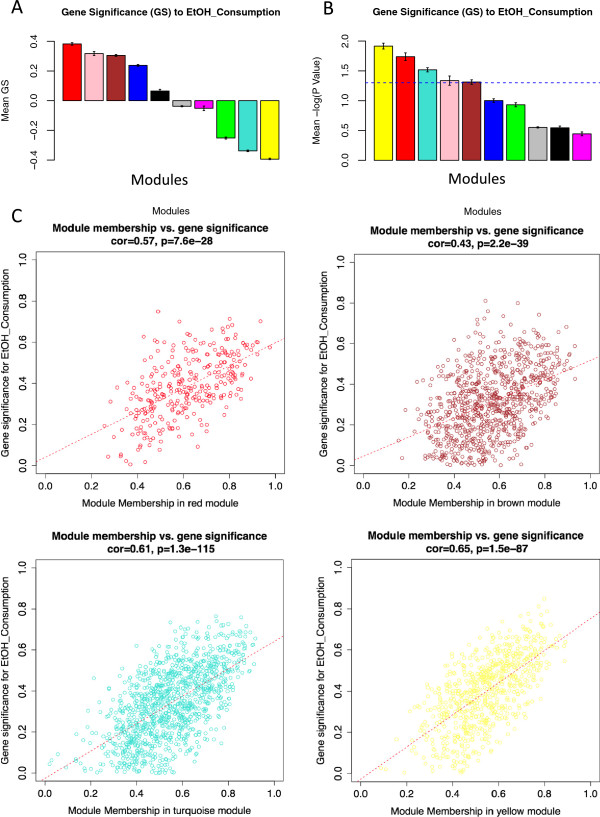
**Identifying alcohol-relevant modules by average gene significance and module membership. A**: Bar plot of the average gene significance for each detected module, equivalent to the average correlation among module genes and the ethanol consumption trait; **B**: Bar plot of the average -log P value of the gene significance; **C**: Plot of correlations between gene significance (GS) and module membership (MM) for representative alcohol-related modules. Color-coding is equivalent to module names. * Five modules (yellow, red, turquoise, pink, and brown) have an average P < 0.05 [-lg(P value) > 1.3].

**Figure 6:**
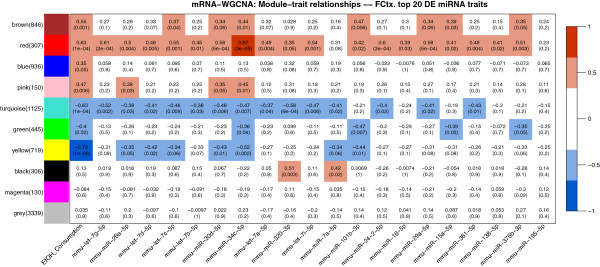
**Correlations of module eigengenes vs. consumption and top 20 differentially expressed miRNA traits.** Significant miRNA targeting is evident primarily against red and turquoise modules. Brown and yellow modules show significant correlations to a lower but relevant number of differentially expressed miRNAs.

A major theme emerging from these analyses is that the alcohol-responsive modules are enriched in genes involved in synaptic transmission and cytokine signaling pathways (Table 2, Additional file 1: Table S5-S7). This underscores the importance of these pathways in the transduction of alcohol actions. These modules showed enrichment for cell-type specific genes present in neurons, astrocytes, and oligodendrocytes, but not in microglia-specific genes, which highlight a major effect of alcohol on cells of the neuronal and macroglial lineages. These lineages share a common origin in precursor cells derived from the embryonic germ layer known as the neuroectoderm, which differ from the hematopoietic origin of microglia [20].

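Marker genes of 4 cell types were compared between ethanol-treated mice and controls by limma's camera test with a preset correlation of 0.01. The mean log2 change was 0.03 over the 11 probes of 10 neuron genes (median -0.01) and 0.06 over the 13 probes of 11 astrocyte genes. It was -0.02 over the 18 probes of 11 oligodendrocyte genes and -0.05 over the 14 probes of 13 microglia genes. After Benjamini-Hochberg adjustment over the 13 lists tested, their p-values were 0.705, 0.590, 0.705 and 0.332 by camera. On chip 3 the changes were 0.05, 0.09, -0.33 and 0.01. With chip as a fixed block, which rests on chip 3, the oligodendrocyte list was lower by camera (adjusted p = 1.4e-04). It did not pass by limma's fry test (adjusted p = 0.211), and the neuron, astrocyte and microglia lists passed by neither. The modules that differed with treatment held 4 of the neuron genes, 4 of the astrocyte genes, 0 of the oligodendrocyte genes and 5 of the microglia genes, where 34.3% of all 7926 genes were in these modules. The oligodendrocyte genes were in none of the 11 modules. The oligodendrocyte count had p = 0.0205 by Fisher's exact test (two-sided), which became 0.0818 after adjustment over the 4 lists, and the smallest p of the other 3 was 0.744 by the same test.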

To assess potential network topology changes impinged by ethanol consumption, we conducted an alternative network analysis where we implemented WGCNA on each animal group independently. 

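Networks were built separately from the 12 controls and the 20 ethanol-treated mice over the same 7926 genes. The control network held 20 modules with 5505 genes and the ethanol network 13 modules with 4238 genes. Of the 260 pairs of a control and an ethanol module, 24 shared more genes than chance. These pairs covered 14 of the control modules, of which 4 overlapped with 2 or more ethanol modules, and 12 of the ethanol modules, of which 7 overlapped with 2 or more control modules. Across gene pairs, the correlations in the control group and in the ethanol group had a Pearson correlation of 0.173 with each other. In 100 splits of the arrays into 12 and 20, made after each gene was centred within its group, the median was 0.241 and 2 splits, the real one included, were as low. Values centred also within each chip gave 0.154, as low in 4 of 100 splits. The network of 12 arrays holds 8 arrays of 1 chip and 4 of another, and the network of 20 arrays holds arrays of 3 chips.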

Calculation of the overlap between coexpressed gene modules from both networks identified significant differences in the modular organization of the independent networks (Additional file 1: Figure S4). Panel C in Additional file 1: Figure S4 reflects the reorganization of specific modules as the network “evolves” from a non-treated stage (network from control group) into an ethanol-treated stage (network from ethanol-treated group). For example, the control C_turquoise module diverted into two distinct modules in the alcohol network (A_brown and A_green). In addition, the alcohol (A_green) module included genes that had originally segregated into three distinct modules in the control network (C_turquoise, C greenyellow, and C_green). Our miRNA-mRNA integrative analysis suggests that such gene network reorganization events could be mediated, at least in part, by the activation of alcohol-responsive miRNAs.

### Core of interactions in ethanol-relevant, miRNA-targeted network modules highlights important regulators of alcohol action (hub genes)

To gain insight into the alcohol-responsive gene modules preferentially targeted by alcohol-induced miRNAs, we constructed gene interaction networks based on WGCNA correlation measurements for the red, brown, and turquoise modules. In the red module containing alcohol-upregulated genes, synaptotagmin-11 (Syt11), a member of the synaptotagmin gene family, which is involved in vesicle trafficking and synaptic transmission, is at the centre of the interaction network and the hub gene with higher connectivity (Figure 7A). 

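Syt11, on chromosome 3, averaged 9.77 ± 0.36 (SD, n = 20) in ethanol-treated mice and 9.04 ± 0.43 (SD, n = 12) in controls, a log2 fold change of 0.74 (standard error 0.13, adjusted p = 1.7e-04 by limma) and the largest increase of any gene called at an FDR below 1%. Its other tested probe changed in the same direction. Of the 20 ethanol-treated mice, 19 lay above the median of the controls. On chip 3 the difference was 0.34 (adjusted p = 0.127 by limma, 4 against 4 arrays), and between chips 1 and 2 and chip 4 it was 0.88. With chip as a fixed block and odd or even position, chosen after seeing the data, it was 0.49 (adjusted p = 0.592 by limma). By the sum of its adjacencies, Syt11 ranked 1 of the 119 genes of module 9. Among these same 119 genes, it kept this rank when any single array was left out and when values were centred within each group and chip. The modules were not rebuilt for these ranks.

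**Figure D2:**
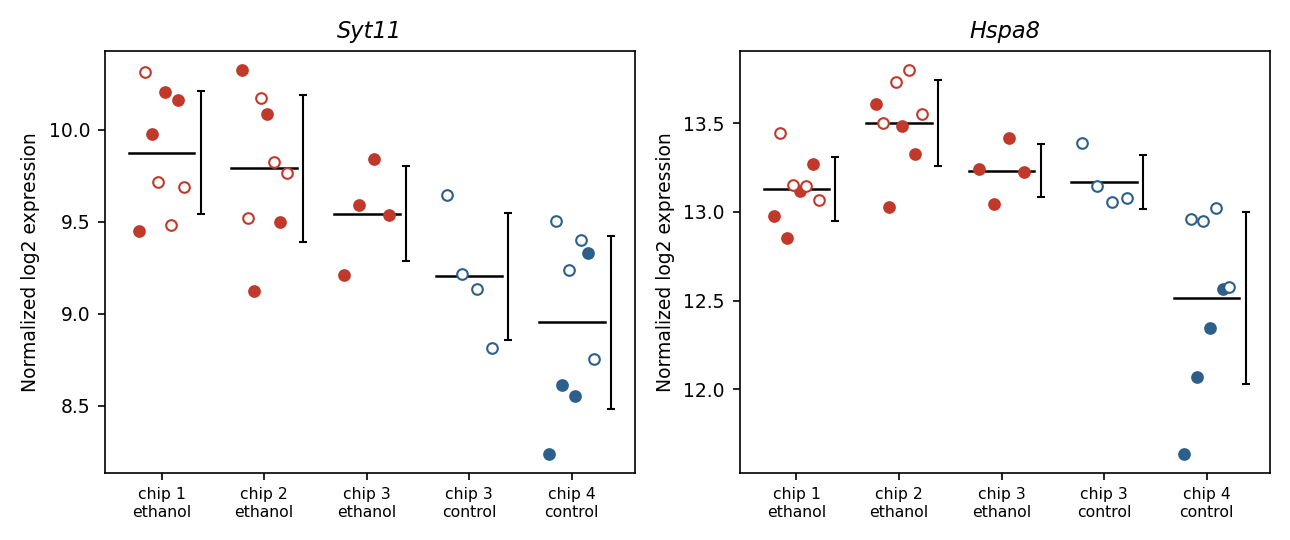
Normalized log2 values of Syt11 and Hspa8 in each of the 32 arrays by chip and condition, with filled circles for odd and open circles for even positions, a line for the mean and a bar for the SD. The 4 controls of chip 3 averaged 9.20 for Syt11 and 13.17 for Hspa8, and the 8 controls of chip 4 averaged 8.95 and 12.52.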

Several other genes in the red module, such as sorting nexin-17 (Snx17), target of myb1 (Tom1), and bridging integrator 1 (Bin1), are also involved in membrane trafficking and sorting processes relevant to synaptic transmission as well as the recycling of adaptor components involved in signaling of Toll receptors and interleukin IL-1 receptor, among others [21-24]. 

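Tom1, on chromosome 8, rose from 7.84 ± 0.19 (SD, n = 12) in controls to 8.24 ± 0.20 (SD, n = 20) in ethanol-treated mice, a log2 fold change of 0.39 (standard error 0.07, adjusted p = 1.9e-04 by limma), with all 20 ethanol-treated mice above the median of the controls. Its difference was 0.27 on chip 3 and 0.41 between chips 1 and 2 and chip 4. With chip as a fixed block and odd or even position, chosen after seeing the data, Tom1 differed by 0.35 (adjusted p = 0.420 by limma). It ranked 2 of 119 by connectivity in the module of Syt11. For Snx17 and Bin1 the 2 tested probes moved in opposite directions. The brighter probe of Snx17, on chromosome 5, fell by 0.042 (adjusted p = 0.485 by limma) and its other probe rose by 0.47 (adjusted p = 4.0e-05 by limma). The brighter probe of Bin1, on chromosome 18, fell by 0.11 (adjusted p = 0.273 by limma) and the other rose by 0.32 (adjusted p = 1.9e-04 by limma). By its brighter probe, Snx17 was in none of the modules, and Bin1 was in module 2, which was lower in ethanol-treated mice.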

Regarding miRNA targeting of these hub genes (Figure 7B), miR-34c-5p and let-7g-5p are main regulatory candidates based on significant expression pattern correlations (FDR < 0.10) with Syt11, Snx-7, Tom1 (both let-7g-5p and miR-34c-5p), and Bim1 (miR-34c-5p). This suggests that miR-34c-5p and let-7g-5p play an important role in the attempted regulation of this module. The central role played by miR-34c-5p and let-7g-5p while targeting additional genes in the red module is also evident in the expression correlation network shown in Additional file 1: Figure S4 and S5 (note the higher connectivity of these particular miRNAs).

**Figure 7:**
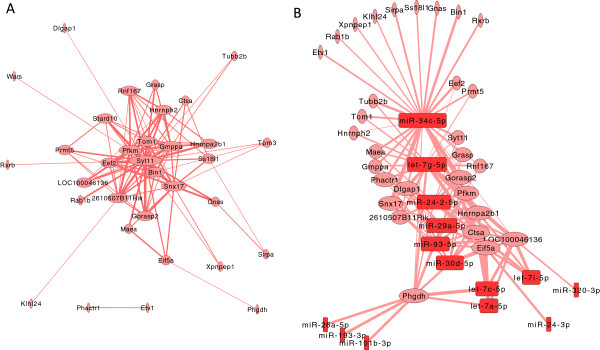
**Coexpression networks for red module. A**: coexpression network of gene-gene interactions among genes with high GS and high MM. Node width is proportional to node connectivity (number of edges/interacting partners), and edge size is proportional to the weight of the particular interaction; **B**: network of correlated miRNA-mRNA expression profiles (node width is proportional to the connectivity of the node, and edge size is proportional to the correlation between miRNA and mRNA expression). Pink ovals represent upregulated genes; red rectangles represents upregulated miRNAs.

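Hspa8, on chromosome 9, averaged 13.30 ± 0.26 (SD, n = 20) in ethanol-treated mice and 12.73 ± 0.51 (SD, n = 12) in controls, a log2 fold change of 0.57 (standard error 0.12, adjusted p = 0.0013 by limma). The difference was 0.80 between chips 1 and 2 and chip 4 and 0.066 on chip 3 (adjusted p = 0.684 by limma, 4 against 4 arrays). The controls of chip 3 all sat at even positions, and on chips 1, 2 and 4 the difference of odd from even positions was -0.38 for Hspa8 (adjusted p = 0.0087 by limma). With chip as a fixed block and odd or even position, an alternative chosen after seeing the data, the difference with treatment was 0.45 (adjusted p = 0.388 by limma). Hspa8 ranked 7 of the 709 genes of module 3 by connectivity. The brightest of 3 tested probes of Ppm1a, on chromosome 12, had a log2 fold change of 0.0087 (adjusted p = 0.912 by limma), and the probe with the lowest p-value one of 0.31 (adjusted p = 0.0037 by limma). By its brightest probe, Ppm1a ranked 112 of the 114 genes of module 10 and was not in the module of Hspa8.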

In the brown module, which also contains alcohol-upregulated genes, protein phosphatase Mg(2+)/Mn(2+)-dependent 1A (Ppm1a) and heat shock 70kDa protein 8 (Hspa8) are the main hub genes. In addition, another heat shock protein (Hsp90ab1), GDP dissociation inhibitor 1 (Gdi1), and the glycine receptor beta (Glrb) (Additional file 1: Figure S5A) were among the highly interconnected genes in the module. 

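Glrb increased from 8.52 ± 0.36 (SD, n = 12) in controls to 8.90 ± 0.19 (SD, n = 20) in ethanol-treated mice, a log2 fold change of 0.38 (adjusted p = 0.0028 by limma), with a difference of 0.61 between chips 1 and 2 and chip 4 and of -0.13 on chip 3, or 0.089 with chip as a fixed block and odd or even position, chosen after seeing the data (adjusted p = 0.868 by limma). It ranked 5 of 709 by connectivity in the module of Hspa8. The brightest of 3 tested probes of Hsp90ab1, on chromosome 17, fell by 0.11 (adjusted p = 0.0159 by limma), whereas its other 2 probes rose, the one with the lowest p-value by 0.47 (adjusted p = 0.0015 by limma). By its brightest probe Hsp90ab1 was in module 2, ranked 661 of 1030.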

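Further genes of the MAPK pathway were measured on the same arrays. Ppp5c, Ppp3ca, Rasgrf1 and Mapk9 were higher in ethanol-treated mice by 0.22, 0.20, 0.14 and 0.13 on the log2 scale, with adjusted p by limma between 0.0063 for Rasgrf1 and 0.0392 for Ppp3ca. Of the 4 tested probes of Rasgrf1, 1 moved in the opposite direction. On chip 3 their differences were -0.056, 0.056, 0.032 and 0.052, in the same order. Fgf13, on the X chromosome, had a log2 fold change of 0.0055 at its brightest probe (adjusted p = 0.948 by limma) and of 0.27 at its other probe (adjusted p = 0.0118 by limma). Ppp5c, Rasgrf1 and Mapk9 were in module 3 with Hspa8, whereas Ppp3ca and Fgf13 were in module 1.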

The MAPK signaling pathway was the most significantly enriched pathway in this module (including genes Hspa8, Ppm1a, Ppp3ca, Ppp5c, Fgf13, Rasgrf1, Akt3, Mapk1, Mapk9; FDR = 1.2 × 10^-3^ Additional file 1: Table S6). MicroRNA miR-34c-5p appeared again as a main modulator of hub genes in this module, namely Ppm1a and Hsp90ab1, as detected by significant correlation among respective miRNA and mRNA expression profiles. The central role of miR-34c-5p while targeting additional genes in the brown module is again evident in the expression correlation network shown in Additional file 1: Figure S5B (note the higher connectivity of this particular miRNA).

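The genes with the largest decreases among those called at an FDR below 1% were Islr2, Ap2b1, Vgf, Nrxn2 and Pigt, and all of them were in module 2. Islr2, on chromosome 9, fell from 9.20 ± 0.41 (SD, n = 12) in controls to 8.32 ± 0.36 (SD, n = 20) in ethanol-treated mice, a log2 fold change of -0.89 (standard error 0.12, adjusted p = 1.3e-05 by limma). It was -0.87 on chip 3 (adjusted p = 0.0031 by limma) and -0.82 between chips 1 and 2 and chip 4. The log2 fold changes of Ap2b1, Vgf, Nrxn2 and Pigt were -0.64, -0.57, -0.55 and -0.53, and on chip 3 they were -0.48, -0.43, -0.58 and -0.51. With chip as a fixed block and odd or even position, an alternative chosen after seeing the data, the values of the 5 genes, in the order named first, were -0.79, -0.33, -0.12, -0.43 and -0.60, with adjusted p between 0.243 and 0.865 by limma. By connectivity, Nrxn2 ranked 7, Ap2b1 19, Vgf 20, Islr2 28 and Pigt 42 of the 1030 genes of the module. Of these 1030 genes, 2.62% were higher on average in ethanol-treated mice.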

In the turquoise module (Additional file 1: Figure S6A) containing alcohol-downregulated genes, we detected a larger core of hub genes known to be enriched in synaptic transmission, endocytosis, and cytokine signaling (Additional file 1: Table S7). 

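The mRNA of Cxcr4 was detected on 2 of the 32 arrays and was not tested. The brightest of 3 tested probes of its ligand Cxcl12 had an adjusted p of 0.991 by limma between ethanol-treated mice and controls, and 9 of 20 ethanol-treated mice lay above the median of the controls. The probe with the lowest p-value rose by 0.17 (adjusted p = 0.0412 by limma).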

The CXCR4-mediated signaling pathway appeared as one of the most enriched. Concordantly, the CXCR4 gene was previously reported as one of the genes more significantly overtargeted by miRNAs in PFC of human alcoholics [11]. Regarding miRNA regulation of this module, the central role of miR-34c-5p and let-7g-5p is yet again evident in the expression correlation network shown in Additional file 1: Figure S6B (note the higher connectivity of these particular miRNAs).

## Discussion

The goal of this study was to gain insights into the molecular mechanisms that are induced by alcohol consumption and governed by miRNA regulation in an early stage of development of dependence. This would allow for better understanding of how molecular progression of the disease occurs. Using a well-characterized mouse model developed in our lab [25,26], we evaluated whole transcriptome profiles of miRNA and mRNA expression from the same samples (“paired profiles”).

We found that a significant number of miRNAs that are upregulated in the FCtx of ethanol-treated mice are also upregulated in the PFC of human alcoholics [4,11]. Similarly, we found that many genes are differentially expressed in the FCtx of the treated animals, and a significant number of these are also differentially expressed in PFC of human alcoholics [14,15]. Interestingly, about 40-80% of the common differentially expressed genes change in opposite directions when the human and mouse models are compared, with a majority of differentially expressed genes being upregulated in the ethanol-treated mouse brains but downregulated in the brains of alcoholics. Our results demonstrate first, a high degree of conservation of alcohol-relevant genes and pathways from mouse to human and second, unique differences in the direction of gene expression changes between the two models. Such distinctions may be a consequence of the duration of ethanol exposure, which lasted for most of the adult life in the case of the human alcoholics (long term adaptations), but only 20 days during early adulthood in the case of our treated mice (early stages of adaptation). These differences suggest a dynamic gene regulatory network that changes as subjects advance towards alcohol dependence. We acknowledge that there may be undetermined effects that influence our comparison of results across the two species: 1) our expression analysis in mice represents a snapshot at 24 hours after the drinking protocol was completed; therefore, the animals could have been experiencing acute withdrawal; while 2) the post-mortem human brain samples originated from human alcoholics that were considered active heavy drinkers until the time of death, thus negating effects of acute withdrawal in this group. It would be beneficial to conduct additional expression studies after longer drinking protocols to determine a time sequence of expression changes in the alcohol-treated mouse as it progresses towards long-term ethanol consumption. It is also important to conduct expression profiling after longer time points of ethanol withdrawal, to determine whether withdrawal may influence the direction of mRNA and miRNA expression changes in the mouse.

The mouse miRNA-mRNA interaction networks presented here provide evidence for some striking features in the alcohol-specific network topologies. Contrary to expectations and to what happens in the brain of chronic human alcoholics, we did not find differences between the negatively correlated interaction network (upregulated miRNAs targeting downregulated mRNAs) and a random network, which indicates no selective pressure under the alcohol treatment for this type of interaction. Interestingly, we discovered that the positively correlated network (upregulated miRNAs targeting upregulated mRNAs) displayed an unexpected behavior, being twice as interconnected than expected by chance, and with a highly dense core of interactions. When overrepresentation of miRNA targets was evaluated, we found that a majority of upregulated miRNAs (over 80%) have a significantly higher number of upregulated targets than is expected by chance (enrichment for over-targeting), while only 24% of the miRNAs displayed the behavior towards downregulated genes (depletion for over-targeting). We speculate that miRNA targeting of upregulated genes might be in an “uncompensated" state in our mouse model, where miRNAs have not yet been able to downregulate the expression of their relevant targets. The extended and highly statistically significant over-targeting of upregulated genes in general, might indicate a signal for transcript downregulation. We speculate that a selective pressure to target ethanol-induced (upregulated) genes is impinged by chronic, binge alcohol consumption in an apparent adaptive response from the cellular environment to recover homeostasis. To our knowledge, this is the first report identifying positively correlated miRNA-mRNA networks in an animal model, which we propose as an adaptive mechanism to reinstate cellular homeostasis. Our current working model suggests that alcohol drinking activates a variety of brain genes and pathways that are consequently targeted for down-regulation by mature miRNAs that are activated in response to the aforementioned gene activation. Over-targeting of red and brown module genes by several miRNAs described in this work are examples of the behavior. Our assumption is that activated miRNAs in the mouse frontal cortex had not yet been able to overcome the induced upregulation of alcohol-responsive genes, at the experimental time point chosen to collect the mouse brains and conduct the expression profiling studies. We also suggest, based on expression patterns in similar brain regions from human alcoholics, that miRNAs eventually dominate the regulatory interactions with targeted genes and consequently induce a downregulated state in those alcohol-responsive gene.

These results underscore the biological importance of targeting alcohol-induced genes by alcohol-induced miRNAs and suggest that induction of miRNA targeting in the frontal cortex is a conserved (from rodent to human), adaptive response to counter an initial activation of transcription induced by high ethanol consumption. One possible explanation for the unexpected correlation (between upregulated miRNAs and upregulated target mRNAs) in the early stages of adaptation (binge mouse model) is the temporal inability of miRNA expression levels to cope with the levels of expression of target mRNAs. It is unlikely that indirect activities (e.g., activation of certain ethanol-responsive transcription factors that concomitantly activate certain miRNAs and respective target genes) are responsible for such over-targeting of upregulated mRNAs by a majority of the upregulated miRNAs.

The coexpression network analysis underscores the main biological processes affected by alcohol and miRNA regulation in the mouse model, such as synaptic vesicle-mediated transport and endocytic recycling, as well as neuroimmune signaling mediated by chemokine and Toll-like receptor signaling. The fact that signaling pathways that are upregulated by alcohol and over-targeted by upregulated miRNAs also show up enriched in downregulated modules, confirms the importance of these pathways in transducing alcohol’s actions during early stages of chronic alcohol consumption and their role as triggers of a miRNA adaptive response aimed at counteracting such activation. MicroRNAs miR-34c-5p and let-7g-5p, in particular, appear to be central regulators of hub genes in the most significant ethanol-responsive gene modules. Similarly, these two miRNAs were also upregulated in PFC of human alcoholics [4,11], and a let-7 family member was demonstrated to alter cocaine-induced conditioned place preference behavior when manipulated in the nucleus accumbens of rats [27]. We are enthusiastic about future prospects of using let-7 modulation in mouse brain to induce behavioural changes related to alcohol consumption and development of dependence.

One of the miRNA-targeted hub genes highlighted by the coexpression network analysis was synaptotagmin 11 (red module). The synaptotagmin family members are known to function by cooperating with SNARE proteins and accelerating membrane fusion [28,29]. Several other genes in the red module, such as sorting nexin-17 (Snx17), target of myb1 (Tom1), and bridging integrator 1 (Bin1), are also involved in membrane trafficking and sorting processes relevant to synaptic transmission as well as the recycling of adaptor components involved in signaling of Toll receptors and the interleukin IL-1 receptor [21-24,30]. These results underscore the relevance of synaptic vesicle transport and endocytic recycling in the transduction of alcohol’s actions. Our group has previously gathered proteomics/genomics evidence that support the role of these pathways [31-33].

Among the hub genes in the brown module, Ppm1a is strongly expressed in the brain and involved in the regulation of the stress response by acting on mitogen-activated protein (MAP) kinase signaling and by regulating the immune response [34,35]. Ethanol is well known to differentially modulate MAP kinase signaling cascades depending on the cell type, brain region, and ethanol treatment paradigm [3,36-42]. PPM1A phosphatase has been reported to play an important role in the termination of TNFα-mediated NFκB activation through dephosphorylation and inactivation of IKKβ [35]. Accordingly, the NF-κB pathway has been widely implicated in the transduction of alcohol effects, and activation of the pathway is associated with increased ethanol consumption [43-49]. Stress-induced chaperones Hspa8 (an Hsp70 family member) and Hsp90ab were also among brown module’s highly connected genes. These chaperons exert a variety of cellular functions including proteostasis maintenance [50,51] and endotoxin-like effects through Toll-like receptor 4 (TLR4) [52,53]. Upregulation of genes encoding several classes of chaperons has been previously reported after ethanol treatment [54-56]. Hsp70 and Hsp90 have also been reported as co-clustering factors of the LPS-sensing complex, which also contains CD14, CXCR4, GDF5, and TLR4 [57]. Importantly, LPS-triggered signaling through this complex has been recently reported to increase ethanol consumption and to alter certain aspects of alcohol reward and aversion in mice [46]. Glrb, another hub gene in the brown module, codes for the beta subunit of the glycine receptor (a neurotransmitter-gated pentameric ion channel) that is essential for targeting the receptor to the synapse. Glycine receptors contain an integral chloride channel and are known to have modulatory sites for anesthetics, neurosteroids, inhaled drugs of abuse, and ethanol [58-61]. Interestingly, α3 subunit-containing glycine receptors expressed in spinal cord dorsal horn synapses have been found to be specifically inhibited by inflammatory mediators [62,63], which raises the possibility that ethanol and ethanol-induced inflammatory signals may initiate converging activities through glycine receptor signaling in the forebrain. Overall, this module emphasizes the primary role that activation of stress and inflammatory responses, as well as intracellular vesicle transport and neurotransmitter-mediated signaling, play in the establishment of ethanol-induced behaviors.

In the turquoise module, the CXCR4-mediated signaling pathway appeared as one of the most enriched. Concordantly, the CXCR4 gene was previously reported as one of the genes more significantly overtargeted by miRNAs in PFC of human alcoholics [11]. This result underscores the relevance of this cytokine receptor pathway in the transduction of alcohol actions. CXCR4 has been reported to interact with the LPS-sensing complex that also includes CD14, Hsp70, Hsp90, GDF5, and TLR4 [57]. As mentioned earlier, LPS-triggered signaling through this complex has been recently reported to increase ethanol consumption and to alter certain aspects of alcohol reward and aversion in mice [46]. CXCR4 has also been implicated in opiate-induced hypernociception [64] and polymorphisms in SDF1 (aka CXCL12, the CXCR4 ligand) associated with several phenotypes, including alcohol consumption [65]. In addition, CXCR4 has been implicated in glutamate exocytosis from astrocytes [66], differentiation of oligodendrocytes progenitors and remyelination [67], and appears to be required for proper distribution of GABAergic interneurons and the establishment of functional cortical circuitry in certain cortical regions and layers [68]. Moreover, the CXCR4 ligand (CXCL12) induced presynaptic enhancement of GABA and glutamate release at serotonin dorsal raphe nucleus neurons [69].

The evidence shown here suggests that one of alcohol’s primary effects, in the early stages of development of dependence (represented here by the binge-drinking mouse model), is the transcriptional activation of genes involved in synaptic signaling, endocytic transport, and inflammatory response. A limitation of our study is the temporal resolution of the gene expression signal, which is a snapshot at the end of the drinking protocol. We speculate that our results describe the “intermediate state” of a dynamic process of mRNA regulation by miRNAs. Future studies need to explore gene expression profiles at additional time points during the drinking protocol and for an extended period of time and validate the regulatory relationship between miRNA/mRNA pairs. Based on our current model, we speculate that with time, the brain under ethanol insult mounts an adaptive miRNA response that counteracts the effect of the initial transcriptional activation. The well-adapted human alcoholic brain might represent this latter state. This hypothesis is consistent with processes of adaptive homeostasis generally triggered by addiction disorders [44,70,71]. The level of mechanistic conservation we observe between the mouse and human models is impressive, thereby warranting further investigation of the regulatory networks identified in our mouse model.

## Conclusions

By simultaneously studying miRNA and mRNA expression profiles in the frontal cortex of ethanol-treated mice and comparing these with similar studies conducted in brains of human alcoholics, we provide evidence that alcohol drinking induces extensive activation of miRNA expression. We suggest that this is an adaptive response to modulate an initial broad activation of genes primarily involved in synaptic signaling, endocytic transport, and inflammatory response. Importantly, conserved subsets of miRNAs and mRNAs demonstrate changing expression levels in response to alcohol in both mice and humans. Our results provide the first evidence for positively correlated miRNA-mRNA interaction networks based on expression correlation analyses that suggest an adaptive miRNA response secondary to the activation of gene expression in brains under ethanol insult. This study underscores the value of integrative miRNA-mRNA analyses that could be critical for the future of addiction research. Further analysis should be conducted with independent expression profiling datasets to validate the use of these conserved miRNA and mRNA expression signatures as biomarkers for ethanol consumption. *In vivo* studies (i.e., manipulation of specific miRNA levels in mouse brain using direct stereotaxic injection in mutant mice) are currently in progress in our lab to elaborate on our findings and to discover specific miRNAs or relevant miRNA combinations that could alter drinking behaviors. Our results identify miRNAs as novel and promising therapeutic candidates for the treatment of alcoholism and other complex psychiatric disorders.

## Methods

### Mice and drinking protocol

Female hybrid F1 mice from reciprocal intercrosses of C57BL/6J x FVB/NJ F1 and FVB/NJ x C57BL/6J F1 (maternal strain x paternal strain) were used. These mice have been shown to drink the most ethanol at high concentrations and to achieve behaviorally significant blood ethanol concentrations [26]. The B6 and FVB breeders were purchased from The Jackson Laboratory (Bar Harbor, ME) and mated at age 8 weeks in the Texas Genetic Animal Core of the INIA (Integrated Neuroscience Initiative on Alcohol) at the University of Texas at Austin. General methods implemented were as previously described [26]. Alcohol drinking protocol followed a Two-Bottle Choice (2BC)-Drinking in the Dark (DID) paradigm. In this paradigm, mice were allowed to voluntarily drink 20% ethanol or water from two separate bottles (bottle positions were alternated daily) during a 3-hour time span starting three hours into the dark cycle. This modification of the DID test was published by Blednov and Harris [72]. The drinking protocol was maintained for a total of 20 days and mice sacrificed by cervical dislocation 20 hours after the last drinking session. Brains were quickly removed and snap frozen in liquid nitrogen. Thirty-two mice were used in this study: 20 ethanol-treated and 12 matched controls. This study is in compliance with animal research guidelines and was approved by the Institutional Review Board of the University of Texas at Austin.

### Total RNA extraction from brain tissue and microarray expression profiling

Frontal cortex (FCtx) tissue was dissected using a brain slicer (Zivic Instruments, Pittsburg, PA) to produce a 2-mm coronal section from the most rostral portion of the mouse brain devoid of olfactory bulbs (coordinates Bregma +1.56 to +3.56). The dorsal part of this coronal section, cut immediately above the forceps minor of the corpus callosum as the anatomical landmark, was used for RNA extraction. This section of the cortex is mostly composed of frontal associated cortex (FrA), cingulate cortex area 1 (Cg1), prelimbic cortex (PrL), and primary (M1) and secondary (M2) motor cortices, as depicted in the mouse brain atlas [73]. Samples from both alcohol-treated and control groups were always included in each batch of extracted RNA. Total RNA was extracted using the mirVana® miRNA Isolation kit (Ambion, Austin, TX) according to the manufacturer’s instructions. Yield and quality of the total RNA preparation was determined using the Agilent 2100 Bioanalyzer (Agilent, Palo Alto, CA). For mRNA expression profiling, biotin-labeled cRNA was prepared using Illumina TotalPrep RNA Amplification kit (Ambion, Austin, TX) and then hybridized to Illumina MouseRef-8 v2.0 Expression BeadChips (Illumina, San Diego, CA). The quality of the Illumina bead summary data was assessed using the Bioconductor packages Lumi and arrayQualityMetrics. Data preprocessing included variance stabilization and quantile normalization using the Lumi package. Statistical analysis comparing ethanol-treated and control groups was performed using the Bioconductor package limma, which implements an empirical Bayes approach in R [74]. For miRNA expression profiling, Exiqon miRCURY LNA microRNA Arrays 5th generation (Exiqon, Vedbaek, Denmark) were used for hybridization and scanning at the Moffitt Cancer Center Microarray Facility (Tampa, FL). Data analysis was performed using the limma package. Data preprocessing included minimum background correction and scale normalization between arrays. As each probe was spotted as four replicates on the arrays, within-array replication was assessed using the limma duplicate correlation function. False discovery rate (FDR) was assessed using the Benjamini-Hochberg method [75]. Our list of differentially expressed genes was compared to the list of differentially expressed genes from human alcoholics reported previously [14], and also compared to the list of differentially expressed genes from a mouse model of alcohol dependence reported previously [15]. The statistical significance of the matches was empirically evaluated by implementing Monte Carlo simulations in the R environment (R Core Team 2012. R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. ISBN 3-900051-07-0, URL http://www.R-project.org/).

### Validation by real-time PCR analysis

For miRNA validation, single-stranded cDNA was synthesized from total RNA using the TaqMan® MiRNA Reverse Transcription kit (Applied Biosystems, Foster City, CA). Following reverse transcription, quantitative real time PCR (qPCR) was performed in triplicate, using TaqMan® MiRNA Assays together with the TaqMan® Universal PCR Master Mix (Applied Biosystems), as per manufacturer’s instructions. TaqMan® miRNA assays used were: mmu-miR-7a-5p (ID: 000268), mmu-miR-15b-5p (ID: 000390), mmu-miR-101a-3p (ID: 002253), mmu-miR-101b-3p (ID: 002531), mmu-miR-140-5p (ID: 001187), mmu-miR-152-3p (ID: 000475), mmu-miR-195a-5p (ID: 000494), mmu-miR-541-5p (ID: 002562), mmu-let-7c-5p (ID: 000379), mmu-let-7f-5p (ID: 000382), and mmu-let-7g-5p (ID: 002282). Assays used for endogenous control were: snoRNA142 (ID: 001231) and snoRNA234 (ID: 001234), which were chosen out of five endogenous control assays tested in our samples. Reactions were carried out in a 7900HT Fast Real-Time PCR System and data collected using SDS software (Applied Biosystems). For mRNA validation, single-stranded cDNA was synthesized from total RNA using the TaqMan® High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Following reverse transcription, qPCR was performed in triplicate, using TaqMan® Gene Expression Assays together with the TaqMan® Universal PCR Master Mix (Applied Biosystems), as per manufacturer’s instructions. TaqMan® Gene expression assays used were: Syt11 (ID: Mm00444517_m1), Atp2b1(ID: Mm01245805_m1), and Fermt2 (ID: Mm00600590_m1). Assays Hprt (ID: Mm00446968_m1) and Gusb (ID: Mm00446953_m1) were used as endogenous controls after being selected as the most invariable control assays tested in our samples. 

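On the arrays, the brightest of 3 tested probes of Hprt1 fell by 0.13 in ethanol-treated mice (adjusted p = 0.0402 by limma), with the other 2 in the same direction. On chip 3 its change was -0.0013. With chip as a fixed block and odd or even position, an alternative chosen after seeing the data, it rose by 0.16 (adjusted p = 0.539 by limma). Gusb fell by 0.026 (adjusted p = 0.743 by limma) and rose by 0.028 with median scaling. With chip as a fixed block and odd or even position the change of Gusb was -0.13 (adjusted p = 0.712 by limma).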

GenEx software (MultiD Analyses AB, Gothenburg, Sweden) was used for analysis of real-time PCR data, including selection of endogenous controls using the GeNorm [76] and NormFinder [77] algorithms.

### Weighted Gene Coexpression Network Analysis (WGCNA)

WGCNA was conducted as described previously [15] with modifications of a few parameters mentioned below. The general framework of WGCNA has been described in detail elsewhere [17]. In short, we constructed a signed network by calculating the Pearson’s correlations for all pairs of genes and the signed similarity (Sij) matrix derived from S_ij_ = (1 + cor(x_i_,x_j_))/2, where gene expression profiles x_i_ and x_j_ consist of the expression of genes i and j across multiple microarray samples. In the signed network, the direction of the changes in expression profiles can be inferred. The signed similarity (S_ij_) was then raised to the power β to represent the connection strength (a_ij_): a_ij_ = S_ij_^β^. This step aims to emphasize strong correlations and reduce the emphasis of weak correlations on an exponential scale [15]. We chose a power of β = 12 so that the resulting networks exhibited approximate scale-free topology (Soft.R.sq = 0.88). All genes were hierarchically clustered based on a dissimilarity measure of topological overlap which measures interconnectedness for a pair of genes [17]. The resulting gene dendrogram was used for module detection using the dynamic tree cut method and blockwiseModules function parameters: block size = 15000, minimum module size = 100, cutting height = 0.99, and deepSplit = 4. Gene modules corresponding to the branches cut off of the gene tree were labeled in unique colors. Unassigned genes were assigned to the grey module. Interaction networks were constructed for select modules. Only genes with high module membership (MM > 0.5) and high gene significance (GS > 0.5) were included in these networks. The trait-based gene significance measure is defined in WGCNA as the absolute value of the correlation between a specific node (gene) profile and the sample trait (ethanol consumption). The higher the value of GS, the more biologically significant the specific gene. On the other hand, module membership, also known as eigengene-based connectivity, correlates the gene expression profile of the specific gene with the module eigengene of a given module. Highly connected intramodular hub genes tend to have high module membership values to the respective module [78]. The WGCNA analysis was first conducted on all mice (controls and alcohol-treated) and included all genes on the chips that were present (expressed over noise levels) in 75% or more of the samples. This first network is not unique to alcohol but represent an admixture of alcohol and control expression levels, which are later correlated with ethanol consumption to make inferences about the changes in expression being driven by ethanol consumption. A second analysis was conducted on each group independently in order to assess whether changes in network topology occurred between the coexpression network in control animals and the coexpression network in alcohol-treated animals.

### Construction of miRNA-mRNA interaction database

A universe of miRNA-mRNA interactions for all reported miRNAs was constructed as a composite of all validated interactions downloaded from TarBase (http://diana.cslab.ece.ntua.gr/tarbase) [79] and predicted targets reported by miRecords (http://miRecords.biolead.org) [80]. The predicted component integrates the predictions produced by 11 established miRNA target prediction programs (DIANA-microT, MicroInspector, miRanda, MirTarget2, miTarget, NBmiRTar, PicTar, PITA, RNA22, RNAhybrid, and TargetScan⁄TargertScanS). Predictions were filtered to only consider those targets predicted by at least 4 of 11 prediction algorithms. The TarBase validated interactions were then added to the filtered list and duplicated interactions eliminated (validated interactions were given preference) to avoid overcounting during overrepresentation analyses. miRecords’ predicted target information for every mouse miRNA accessible through the website was obtained using the RCurl package. MicroRNA family information was downloaded from miRBase (http://miRBase.org) [81] and included into the miRNA-mRNA interaction universe.

### Integrative analysis of miRNA and mRNA microarray data

Statistical tests for comparison of multiple experimental proportions extracted from the integrated data set containing information about differentially expressed miRNAs, differentially expressed mRNAs, and putative/validated miRNA targets were implemented in the R environment. Specifically, hypergeometric tests for each differentially expressed miRNA were conducted to determine whether corresponding targets were overrepresented among inversely and directly correlated differentially expressed mRNAs from the same samples. Hypergeometric tests for each differentially expressed mRNA that is predicted to be targeted by more than one miRNA were conducted to determine whether any of such mRNAs could be subjected to “over-targeting” by miRNAs (an indication of redundant regulation or potential combinatorial action of miRNAs). When comparisons were made between differentially expressed sets of miRNAs from distinct species (i.e., mouse vs. human and mouse vs. rat) the species-specific miRNA IDs were converted to family IDs, which are consistent across species. MicroRNA families were downloaded from miRBase and ID conversion and matching code automated in R. When comparisons were implemented between differentially expressed sets of genes from distinct species (i.e., mouse vs. human), the human gene symbols were first converted into mouse symbols based on homology matching. The homology conversion table was downloaded from the Homologene database (http://ftp.ncbi.nih.gov/pub/HomoloGene/current/homologene.data) and ID conversion and matching code automated in R.

### Functional enrichment analyses

Enrichment analysis of gene ontology annotations were conducted using lists of differentially expressed mRNAs and module-specific mRNAs using ToppGene functional analysis tool and the R packages GO.db and GOstats. To determine which cell types could have contributed to the detected gene expression changes and coexpression patterns in each module, cell-type enrichment analysis was conducted as described by Ponomarev and collaborators [15]. Gene sets known to be preferentially expressed in mouse neurons, oligodendrocytes, astrocytes, and microglia were used. Statistical analysis was performed using the hypergeometric test and corrections for multiple comparisons using the Benjamini-Hochberg method.

## Availability of supporting data

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [82] and are accessible through GEO Series accession number GSE50427 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE50427).

## Competing interest

The authors declare that they have no competing interests.

## Authors’ contribution

YON planned and carried out experiments, implemented bioinformatic algorithms for data analysis, and drafted the manuscript. JMT, GG, and ONP planned and carried out experiments and contributed to data analysis. YAB planned and supervised the mouse alcohol consumption studies. RAH supervised experiments and critically reviewed manuscript for important intellectual content. RDM planned and supervised all experiments, analysed data, critically reviewed and gave final approval of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Random interaction networks generated as control networks. **Table S1.** Differentially expressed genes in FCtx of ethanol-treated mice. **Table S2.** Overrepresentation analysis of miRNA targets among upregulated genes. **Table S3.** Overrepresentation analysis of miRNA targets among downregulated genes. **Table S4.** Cell type-specific modular enrichment. **Table S5.** Functional enrichment analysis for red module genes with high GS and high MM. **Table S6.** Functional enrichment analysis for brown module genes with high GS and high MM. **Table S7.** Functional enrichment analysis for turquoise module genes with high GS and high MM. **Table S8.** Prediction of miRNA-mRNA interactions based on expression correlation patterns between single mRNAs and single differentially expressed (alcohol-responsive) miRNAs. Click here for file

# Supplementary material for: Positively correlated miRNA-mRNA regulatory networks in mouse frontal cortex during early stages of alcohol dependence
**Source:** BMC Genomics. 2013 Oct 22;14:725. doi: 10.1186/1471-2164-14-725
**Supplement:** Additional file 1: Figure S1 — Random interaction networks generated as control networks. Table S1. Differentially expressed genes in FCtx of ethanol-treated mice. Table S2. Overrepresentation analysis of miRNA targets among upregulated genes. Table S3. Overrepresentation analysis of miRNA targets among downregulated genes. Table S4. Cell type-specific modular enrichment. Table S5. Functional enrichment analysis for red module genes with high GS and high MM. Table S6. Functional enrichment analysis for brown module genes with high GS and high MM. Table S7. Functional enrichment analysis for turquoise module genes with high GS and high MM. Table S8. Prediction of miRNA-mRNA interactions based on expression correlation patterns between single mRNAs and single differentially expressed (alcohol-responsive) miRNAs.

**Supplemental figures and tables**

A. B.

**Figure S1**

**Conserved differential gene expression in response to ethanol.** A: Venn diagram highlights common set of 29 differentially expressed genes in prefrontal cortex of human alcoholics, as reported by Liu et al. 2006, and ethanol-treated mice (this study); B: Venn diagram highlights common set of 84 differentially expressed genes in prefrontal cortex of human alcoholics, as reported by Ponomarev et al. 2012, and ethanol-treated mice (this study). P value empirically assessed after 100,000 Monte Carlo simulations.

1. Random network equivalent to negatively correlated network between upregulated miRNAs and downregulated mRNAs (average number of neighbors: 3.03)

1. Random network equivalent to positively correlated network between upregulated miRNAs and upregulated mRNAs (average number of neighbors: 2.52)

**Figure S2. Random interaction networks generated as control networks.** The average number of neighbors represents the average number of links (edges) a node has to other nodes. The size of the nodes is proportional to the number of edges (interactions) for each node.

**Figure S3**

**Expression levels for top 10 genes with strongest module membership in six alcohol-relevant modules.** Four modules (red, pink, brown, and blue) are upregulated and two modules (yellow and turquoise) are downregulated in alcohol-treated mice. X axis represents the individual samples. 

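The eigengenes of 4 modules were also plotted by chip, since the arrays of the 2 groups lay on different chips. Module 9 averaged 0.154 on chip 1, 0.0668 on chip 2 and 0.0256 in the ethanol-treated mice of chip 3, and -0.132 in the controls of chip 3 and -0.168 on chip 4. In module 4 the ethanol-treated mice of chips 1, 2 and 3 averaged -0.139, -0.102 and -0.0752, the controls of chip 3 averaged 0.0186 and those of chip 4 0.270. The difference between the controls of chips 3 and 4 had an adjusted p of 0.0044 by an exact permutation test. For module 3 the controls of chip 3 averaged 0.168, above the ethanol-treated mice of the same chip at 0.0173, and those of chip 4 averaged -0.250 (adjusted p = 0.0044, exact permutation test). The controls of the 2 chips differed at an adjusted p below 0.05 in 7 of the 11 modules. The 4 controls of chip 3 sat at even positions, and against the 4 even positions of chip 4 alone, 6 modules reached 0.0286, the smallest p the exact permutation test allows, and 0 had an adjusted p below 0.05. In module 10 the difference of odd from even positions of chips 1, 2 and 4 was -0.305.

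**Figure D3:**
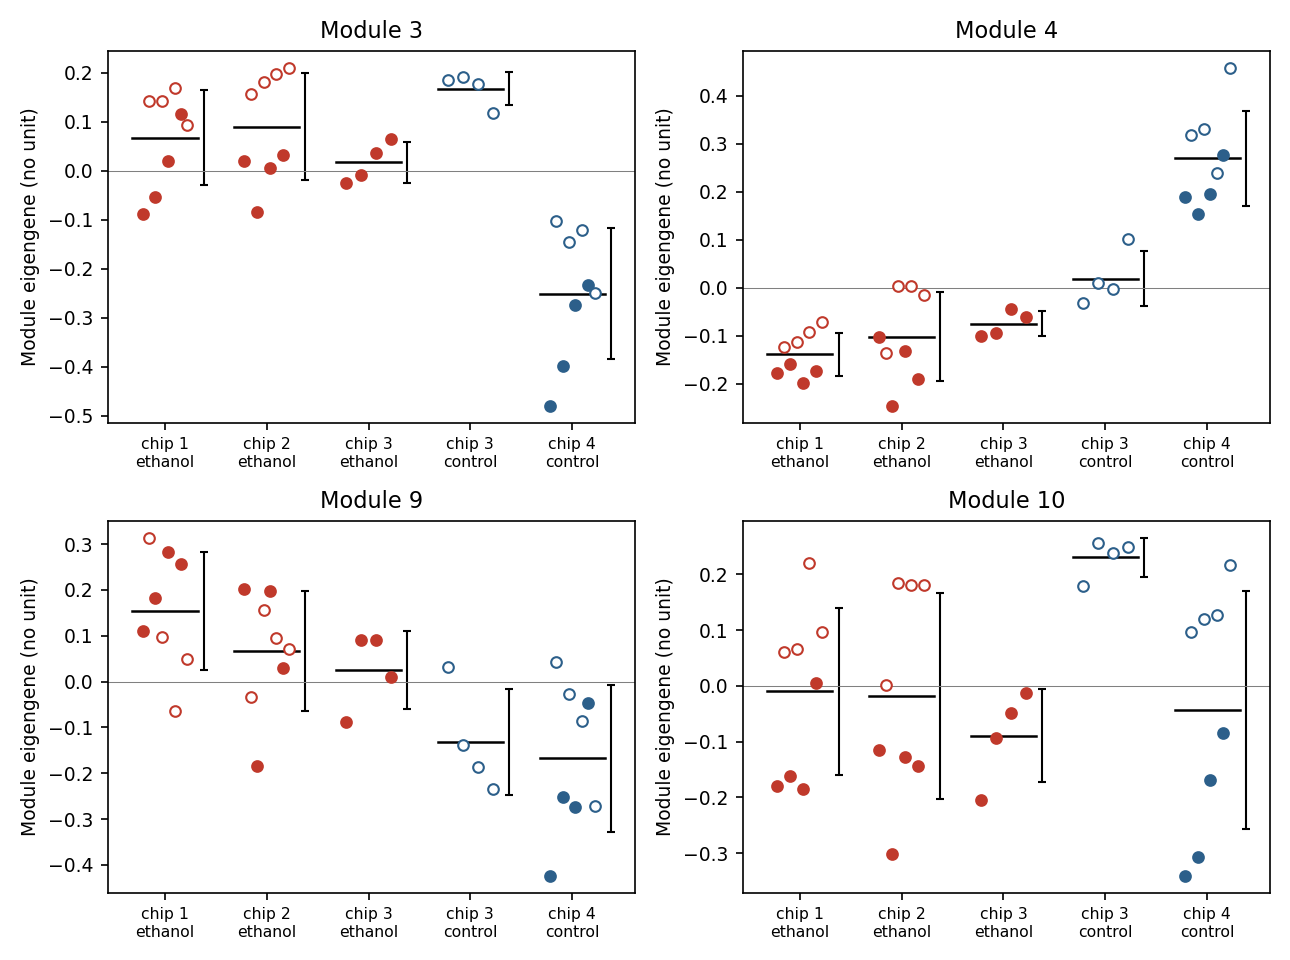
Eigengenes of modules 3, 4, 9 and 10 in each of the 32 arrays by chip and condition, with filled circles for odd and open circles for even positions, a line for the mean and a bar for the SD. In module 3 the controls of chip 3 lie near the ethanol-treated mice and the controls of chip 4 lie below them, and in module 10 the open circles lie above the filled ones.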

Commonly, the jump or fall of the expression line can be observed at the boundary between the two sample groups (between data points 12 & 13, identified by the doted line).

A. Control Group B. Alcohol Group

C. Module Overlap Network

**Supplementary Figure S4**

**Network topology chances detected in independent control and ethanol-treated coexpressed gene networks.** A: Dendrogram and coexpression modules generated by WGCNA. B: Cytoscape network representation (edge-weighted force-directed biolayout) of the statistically significant (P<0.01) modular overlaps between control (grey rectangles) and ethanol-treated (green rectangles) networks.

A. B.

**Figure S5**

**Coexpression networks for brown module.** A: coexpression network of gene-gene interactions among genes with high GS and high MM. Node width is proportional to node connectivity (number of edges/interacting partners), and edge size is proportional to the weight of the particular interaction; B: network of correlated miRNA-mRNA expression profiles (node width is proportional to the connectivity of the node, and edge size is proportional to the correlation between miRNA and mRNA expression). Pink ovals represent upregulated genes; red rectangles represents upregulated miRNAs.

A. B.

**Figure S6**

**Coexpression networks for turquoise module.** A: coexpression network of gene-gene interactions among genes with high GS and high MM. Node width is proportional to node connectivity (number of edges/interacting partners), and edge size is proportional to the weight of the particular interaction; B: network of correlated miRNA-mRNA expression profiles (node width is proportional to the connectivity of the node, and edge size is proportional to the correlation between miRNA and mRNA expression). Blue ovals represent downregulated genes; red rectangles represents upregulated miRNAs.

**Table S1. Differentially expressed genes in FCtx of ethanol-treated mice.**

**Table S2. Overrepresentation analysis of miRNA targets among upregulated genes.**

**Table S3. Overrepresentation analysis of miRNA targets among downregulated genes.**

**Table S4. Cell type-specific modular enrichment**.

**Table S5. Functional enrichment analysis for red module genes with high GS and high MM.** Number of genes in query 63, FDR cutoff 0.2.

ToppGene functional enrichment analysis

KEGG pathway enrichment analysis (Bioconductor KEGGprofiler package)

**Table S6. Functional enrichment analysis for brown module genes with high GS and high MM.** Number of genes in query 103, FDR cutoff 0.2.

ToppGene functional enrichment analysis

Table S6(continuation). Functional enrichment analysis for brown module genes with high GS and high MM. Number of genes in query 103, FDR cutoff 0.2

KEGG pathway enrichment analysis (Bioconductor KEGGprofiler package)

**Table S7. Functional enrichment analysis for turquoise module genes with high GS and high MM.** Number of genes in query 185, FDR cutoff 0.2.

ToppGene functional enrichment analysis

KEGG pathway enrichment analysis (Bioconductor KEGGprofiler package)

**Table S8. Prediction of miRNA-mRNA interactions based on expression correlation patterns between single mRNAs and single differentially expressed (alcohol-responsive) miRNAs.** Gene and miRNA expression (“paired”) profiles were obtained for each sample. FDR cutoff 10% (FDR < 0.1).

How the deposited data were processed for this re-analysis (not part of the article)

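The data are 1 Illumina MouseRef-8 v2.0 array for the FCtx of each of 32 female mice, 20 that drank ethanol and 12 controls, on 4 chips of 8 arrays. The labels give condition, mouse number, chip and position, and every column of values was matched to its mouse through them, with 0 columns left without a sample. The authors deposited a bead summary table that is not normalized. The intensities in it, as the authors deposited them, are the mean signal of the beads of each probe on each array, summarized by the array software on a linear scale, with no normalization between arrays and no background subtraction visible in the values. The authors also deposited a detection p-value of each probe against negative control beads, and as other values the standard error over beads and the number of beads. The background step and software behind these values are not stated. The fold changes and adjusted p-values of Table S1, the miRNA and gene pairs of Table S8 and the drinking procedure come from the paper.

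From the signals, a variance-stabilizing transform after the one the Methods name was computed from the bead standard errors and numbers, followed by quantile normalization, in R 4.3.3 with data.table 1.17.8. Probes with a detection p-value below 0.01 on at least 24 of the 32 arrays were tested, 10187 of 25697. Ethanol-treated mice and controls were compared by limma 3.58.1 with moderated t-tests and no covariate, and p-values were adjusted by Benjamini-Hochberg over the probes tested. A gene counts as called at an FDR below 1%, or at an FDR below 10% with at least a 1.1-fold change, when any of its probes is, and 1748 genes had several tested probes. Adjusted p-values of marker lists come from limma's camera with a preset correlation of 0.01, with limma's fry beside it. Both tests and the mean changes of the lists take every tested probe of the listed genes. Networks, permutation tests and figures were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The network is signed, with a power of 12, topological overlap and average linkage. Branches below a height of 0.99 were split wherever each side kept at least 100 genes, and modules whose eigengenes correlated above 0.85 were merged. The network package of the Methods was not used, so module borders need not match those of the paper. Eigengenes were compared by permutation tests with 100000 resamples, or by all regroupings on chip 3.

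The transform, the limma comparison, the slopes between sets of arrays, the permutation test and the module detection were also run on simulated data. With 20 against 12 arrays, 173 of 200 probes given a log2 change of 0.3 (86.5%) passed an FDR of 1%, with 3 false calls. With the 4 against 4 arrays of chip 3, 4 of 200 (2%) passed an FDR of 10%, with 0 false calls. The simulated noise was independent between probes and arrays, with the SD within groups over all chips. It held no difference between chips or positions, so these counts say nothing about false calls that the layout could give. A simulated effect shared by chip 3 gave a slope of 0.740, where 0.777 was expected, and an absent effect gave 0.0161. In a simulated network of 2000 genes, all 3 modules and 100% of their genes were found, but of the 1435 genes placed in modules 785 were background genes, of which 1.27% correlated with their eigengene above 0.5. Membership of a gene with a low correlation is therefore uncertain. The SD between mice within a group had a median of 0.136 on the log2 scale over the tested probes, and between 9480 and 11544 probes were detected per array.

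Before the data were examined, the following were written down: the tests, apart from those that the closing section gives as chosen later, the samples entering them, the thresholds, the alternatives other than those named below, the marker lists and the genes to be named. The named genes are those that the paper's results name as measured on these arrays, and the 5 genes with the largest increase and the 5 with the largest decrease among those called at an FDR below 1%. Some genes that this rule covers are not reported here. A gene is given by its tested probe with the highest mean. The marker lists cover olfactory bulb, choroid plexus, striatum, oligodendrocytes, astrocytes, microglia, neurons, blood, circadian day and night genes, immediate early genes, heat shock, ribosomal proteins and the respiratory chain, with Xist and Y-linked genes to check sex. A list's score on an array is the mean over its tested genes of each gene's value, centred and scaled over the 32 arrays. The choroid plexus list had fewer than 3 tested probes and was not tested, which left 13 lists. No gene is in more than 1 list.

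The alternatives were log2 of the signal, normexp background correction with an offset of 16, median scaling, all probes of the array, only probes detected on all arrays, chip as a fixed or as a random block, position A to H as a covariate, array weights, a threshold with no fold change, the probe with the lowest p-value of a gene, leaving out each array of chip 3, and for the networks a static cut, a power of 6, centred values, the log2 scale and chip 3 alone. Odd or even position as a covariate, alone or with chip as a fixed block, centring at odd and even positions, and leaving out the array of C66 were added after the data had been seen. For results across many genes, groups of the same sizes were redrawn up to 100 times (all 35 ways on chip 3). The miRNA arrays, the PCR measurements and the human data of the paper were not analysed here.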

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

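All tests in this part, on the array of C66, on the marker lists of A13 and A34 and on the number of values far from their group, were chosen after the results were seen. For 27 measures, the highest or lowest array in each of 5 groups of the same condition and chip was compared with the gap that Dixon's 95% limit allows. Of these 135 comparisons, 5 passed the limit, and chance gives about 5% of them.

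The array of control C66 on chip 4 lay far below the other arrays of its chip in 2 measures. On it 9480 probes were detected, where the median over all controls was 11093. The 95th percentile of its signal was 803, against a median of 1731 on the other arrays of chip 4 and a range of 1633 to 2238 on all other arrays. The 5th percentile was 0.943 times and the median 0.903 times that of the other arrays of the chip, and the 95th percentile 0.464 times. The low percentiles lie near the background, which may stay the same when the scan is dimmer, so a dimmer scan, less labelled cRNA and degraded RNA cannot be told apart. No biological explanation was tested, because the design gives C66 no condition that other controls lack. If this array alone were the source of the differences between ethanol-treated mice and controls, few genes would pass without it. Without it 544 genes passed an FDR of 1% by limma, 532 of them among the 774 passing with it, which argues against C66 as the whole source.

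In ethanol-treated mouse A13 on chip 1, the score of the striatum list was 3.08 and that of the oligodendrocyte list 2.80, where the medians of the other arrays in the group were -0.344 and -0.519. All 5 tested striatum genes (Drd1a, Ppp1r1b, Rgs9, Tac1 and Scn4b) and 10 of the 11 tested oligodendrocyte genes were higher in A13 than on any other array, with Mog as the exception, and all of these were detected in most cortex samples. Among the most abundant of them, Mbp was 14.24 against a median of 13.29 on the other arrays and Ppp1r1b 11.20 against 10.23, on the log2 scale. If the dissected piece held more striatum and white matter, the lists would also go together where the amounts vary less. Over the other 31 arrays their correlation was 0.860, and 0.830 within groups and chips. A candidate explanation is therefore a larger share of striatum and adjoining white matter in this sample. The sample was singled out by these same lists, so this remains a hypothesis. An effect of ethanol in this mouse was not tested, and no other condition sets it apart from its group.

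In ethanol-treated mouse A34 on chip 2, the score of the microglia list was 0.436, against a median of -0.543 in the other arrays of the group. With 5 of 135 comparisons past the limit, this value cannot be told apart from chance, because the limit itself gives about 5%. A response of microglia in this mouse was not tested otherwise and stays open.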

How the results depend on the processing

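Odd or even position as a covariate, alone or with chip as a fixed block, centring at odd and even positions, and leaving out C66 were chosen after the data had been seen. No paired analysis was possible because the labels give no number that pairs an ethanol-treated mouse with a control. Counts of genes are from limma throughout.

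At an FDR below 1%, the 774 genes became between 638 and 878 with log2 of the signal, normexp background, all probes, probes detected on all arrays, position A to H or odd and even position as a covariate, or array weights. Leaving out any single array gave between 544 (without C66) and 936 genes. Other settings gave fewer, namely 141 with median scaling, 79 with chip as a random block, 17 with chip as a fixed block and 2 (Cfp and Chordc1) with odd or even position added to the fixed block. An FDR below 10% with no fold change, a wider threshold by construction, gave 2302. The 141 and the 79 genes were all among the 774, as were 4 of the 17 and 0 of the 2. The fixed block takes the difference from the 8 arrays of chip 3, and with odd or even position added, treatment and position on chip 3 are separated only through the other chips. For median scaling and the random block the cause was not tested.

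For an FDR below 10% with at least a 1.1-fold change, the 1654 genes became between 1419 and 2069 under the settings that kept the first count, and 982 with median scaling, 888 with chip as a random block, 603 with it as a fixed block and 7 with odd or even position added. The share of increases, 47.9%, lay between 45.1% and 50.1% under the settings that kept the counts. With median scaling it was 82.2% (810 higher and 175 lower), with the random block 40.7%, with the fixed block 41.5% and with odd or even position added 85.7%. The direction of the typical change thus depends on the scaling, and the cause was not tested. The median log2 change over all tested probes was 0.044 with median scaling and -0.0038 with quantile normalization.

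The correlation with the fold changes of Table S1 was 0.905. It was 0.862 with normexp background, 0.889 with chip as a random block, 0.652 as a fixed block, 0.896 with odd or even position and 0.516 with both. The last values again rest on chip 3, and for the others the cause was not tested.

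On chip 3 alone, where 1531 genes passed an FDR of 10%, alternatives of transformation, normalization and filter gave between 1031 and 1538. Leaving out 1 array at a time gave between 922 and 1576 genes, with 922 without C55 and 1010 without A47. Between chips 1 and 2 the count of 1 gene at an FDR below 1% became 0 with normexp background (1382 genes at an unadjusted p below 0.05) and 213 with median scaling, and the cause was not tested. The correlation of 0.0906 between the effects on chip 3 and on the other chips lay between 0.0717 and 0.0904 under the other transformations, normalizations and filters. It was 0.548 for the genes of Table S1, which had been chosen with the arrays of all 4 chips, those of chip 3 included. Leaving out 1 array at a time gave the value of 0.0906 a jackknife standard error of 0.157, larger than the value itself.

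The network held 11 modules also with a power of 6 and with log2 of the signal, 8 with centring at odd and even positions, 7 with a static cut and 6 with values centred within each group and chip, and the cause was not tested. Of the modules, 4 differed with treatment, 5 with log2 of the signal, 3 with centring at odd and even positions and 0 on chip 3 alone, where exact tests cannot reach the threshold. The number of modules enriched in called genes was 5 also with the genes called at an FDR below 1%. Of the 8 modules centred at odd and even positions, 5 were enriched in the called genes and 4 in those called at an FDR below 1%, and enrichment was not computed for the networks with a static cut, a power of 6, log2 of the signal or values centred within each group and chip. Among the same 119 genes of its module, which was not rebuilt, Syt11 ranked 1 also with values centred within each group and chip. The correlation of 0.173 between the networks of the 2 groups was 0.154 with values centred within group and chip and 0.0661 with odd or even position taken out too, and the cause was not tested.

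Of the 34 named genes reported here, all kept direction and call with all probes, with log2 of the signal and with probes detected on all arrays, 32 with normexp background, with position as a covariate, with array weights and with odd or even position, 31 without C66 and 27 with median scaling. The random block left 23 as they were, made 10 weaker and reversed 1, and for the fixed block these counts were 11, 18 and 5. With odd or even position added to it they were 8, 18 and 8. The genes that reversed with chip as a fixed block were Snx17 (0.030), Ppm1a (-0.13), Glrb (-0.13), Ppp5c (-0.056) and Fgf13 (-0.019). With odd or even position added, Snx17 (0.0072), Ppm1a (-0.091), Hsp90ab1 (0.0047), Ppp3ca (-0.16), Fgf13 (-0.10), Zeb2 (-0.042), Tnrc6a (-0.079) and Hprt1 (0.16) did. As a random block it reversed Ppm1a (-0.022), odd or even position alone reversed Fgf13 (-0.0099), and median scaling reversed Cxcl12 (0.055) and Gusb (0.028). Of the 9 genes whose probe with the lowest p-value is another one, 5 reversed, namely Snx17 (0.47), Bin1 (0.32), Hsp90ab1 (0.47), Camk2a (0.20) and Cxcl12 (0.17). Here the other probe is the cause by construction, and for the rest the cause was not tested.

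Signal over background limits what was tested. Of 25697 probes, 10187 passed the detection filter, and Cxcr4, Cd14, Tlr4 and Gdf5, detected on 2, 15, 0 and 0 arrays, were not among them.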

Differences from the paper's values

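Odd or even position as a covariate, with or without chip as a fixed block, and leaving out C66 were chosen after the values had been seen, and the other alternatives in this part were set before the data were examined.

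In the range of Table S1, an FDR below 10% with at least a 1.1-fold change, 1654 genes were called by limma, where the paper gives 709. The count came within 1.5 times the paper's with median scaling (982), chip as a fixed block (603) and chip as a random block (888). It did not with log2 of the signal (1519), normexp background (2069), all probes (1508), probes detected on all arrays (1498), position as a covariate (1630) or array weights (1620). For increases the paper gives 413 genes and the count here was 801, which came within that limit with chip as a random block (364) and not with log2 of the signal, normexp background, median scaling, all probes, probes detected on all arrays, chip as a fixed block, position as a covariate or array weights. For decreases the paper gives 296 and the count here was 870, which came within the limit with chip as a fixed block (354) and not with the other 8 of these settings. At an FDR below 1%, the threshold that the paper states for its 709 genes, 774 genes were called. The adjusted p-values of Table S1 reach 0.097, however, and only 447 of its genes are below 0.01, so that 774 is within 1.5 times the stated count but not within 1.5 times the count that the table gives at that threshold.

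Of 30 named genes that are in Table S1 and were tested, 8 had a log2 fold change farther from the paper's than the SD between mice or of the opposite sign. The value of Snx17 was -0.042, where the paper's is 0.29, and no alternative came within that distance, the probe with the lowest p-value giving 0.47. With the probe of the lowest p-value 6 others did, namely Bin1 (-0.11, the paper's 0.17, by that probe 0.32), Ppm1a (0.0087, the paper's 0.26, by that probe 0.31), Hsp90ab1 (-0.11, the paper's 0.41, by that probe 0.47), Fgf13 (0.0055, the paper's 0.18, by that probe 0.27), Actb (0.32, the paper's 0.6, by that probe 0.67) and Camk2a (-0.093, the paper's 0.19, by that probe 0.20). For these 6 genes, log2 of the signal, normexp background, median scaling, all probes, probes detected on all arrays, chip as a fixed or a random block, position as a covariate and array weights did not. Btbd3 had 0.54, the paper's 0.34. It came within the SD with log2 of the signal (0.50), chip as a fixed block (0.24), chip as a random block (0.48), position as a covariate (0.54) and array weights (0.54), and not with normexp background (0.68), median scaling (0.60), all probes or probes detected on all arrays (0.54 in both). It also did without C66 (0.51) and with chip as a fixed block and odd or even position (0.19), both chosen after seeing the values, which drop 38 and 700 of the 700 genes of Table S1 that are called in its range in the comparison without covariates, where 9 of the 709 are not called.

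Of these 9 genes, some were called in that range under another setting, namely LOC100047935 with normexp background, Tef with median scaling, position as a covariate and array weights, Mid1 with all probes, 1810046J19Rik with position as a covariate and array weights, and Tpi1 with array weights. Odd or even position as a covariate, chosen after seeing the values, called LOC100047935, 1810046J19Rik, Rtn3, Scg5 and Tpi1 and dropped 50 genes of Table S1 that are called without it, and leaving out C66, also chosen after, called LOC100048483 and dropped 38. All these genes are named for this reason, after their values were seen.

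The paper places Snx17 and Bin1 in the module of Syt11, whereas by their brightest probes Snx17 was in no module here and Bin1 in module 2. It names Ppm1a with Hspa8 as a main hub of 1 module and Hsp90ab1 among the highly connected genes of the same module. Here, by their brightest probes, Ppm1a ranked 112 of 114 in module 10 and Hsp90ab1 661 of 1030 in module 2, and Hspa8 was in module 3. The probes of Ppm1a and Hsp90ab1 with the lowest p-value changed by 0.31 and 0.47, closer to the paper's values. No network was built with those probes, so the choice of probe was not tested as a source of this difference. Of the MAPK pathway genes reported here that the paper lists for this module, Hspa8, Ppp5c, Rasgrf1 and Mapk9 shared module 3, and Ppp3ca and Fgf13 were in module 1. The correlations of Ppm1a, Hsp90ab1 and Fgf13 with the eigengene of their module were 0.394, 0.478 and 0.457, so that their placement here is uncertain. The paper finds oligodendrocyte genes enriched in its alcohol-related modules, and here the 11 tested oligodendrocyte markers were in none of the modules, whether or not these differed with treatment. More genes rose than fell in the paper, whereas 47.9% of the calls here in the range of Table S1 were increases, with 82.2% under median scaling, 85.7% of the few calls with chip as a fixed block and odd or even position, and 50.1% with odd or even position alone, the last 2 chosen after seeing the values.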

Other observations

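The tests of chip, of position on chip 3, of other splits for the count at an FDR below 1%, of RNA quality, olfactory bulb, striatum and white matter, cell types, time of day and sex were planned, and the remaining ones in this part (the slopes between controls of different chips, the trend over mouse numbers and the other splits of the samples) were chosen after the results were seen.

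The paper does not report how the arrays were spread over the chips. Groupings of the 32 arrays into 20 and 12 gave at most 0 genes at an FDR below 1% by limma, apart from the real one with 774 (1 of 100 splits), and at most 10 at an FDR below 10% with a 1.1-fold change, apart from the real one with 1654 (1 of 100), so chance can be excluded for both. It can also be excluded for the 1531 genes on chip 3 (1 of 35 splits, at most 2 genes in the others), for the 1078 genes between chips 1 and 2 and chip 4 (1 of 100) and for the 313 between odd and even positions (1 of 100). Between chips 1 and 2 the other splits gave 0 genes. A count of 1 gene cannot decide on chance there, because it became 0 with normexp background and 213 with median scaling.

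Whether the treatment or the chips stand behind these differences was tested in several ways. If the treatment were their only source, controls of chips 3 and 4 would not differ along the contrast between ethanol-treated mice of chips 1 and 2 and controls of chip 4. At even positions they did, with a slope of 0.419 on that contrast at odd positions, and of at least 0.305 (without C62) whichever of the arrays in either contrast was left out. This argues against the treatment alone and is what a difference between chips 3 and 4 at equal treatment needs, where the repeat of the whole contrast gave 0.631. Ethanol-treated mice of chips 1 and 2 lay beyond the controls of chip 3 by a slope of 0.212. At odd positions, on the contrast at even positions, the ethanol-treated mice of chip 3 differed from the controls of chip 4 by a slope of 0.621 and those of chips 1 and 2 from those of chip 3 by 0.117. The ethanol-treated mice of chip 3 thus lay farther from chip 4 than its controls did, which leaves a part for the treatment open, and the difference between these slopes was not tested. If the chips were the only source, the effects on chip 3 would not correlate with those between the other chips. The correlation was 0.0906 (jackknife standard error over arrays 0.157), reached or passed in size by 26 of the 35 splits of chip 3. With odd and even positions taken out it was 0.109, reached by 22 of 35. The slope was 0.0978, where an effect shared in full would give 0.818. Of the 1190 probes that differed between chips 1 and 2 and chip 4 at an FDR below 1%, 51.5% had the same direction on chip 3. With odd and even positions taken out the share was 58.1%. The median change of these probes was 0.01 on chip 3 and 0.27 on the other chips. Of the 834 probes called at an FDR below 1% over all arrays, 88.8% had the same direction on chip 3. With odd and even positions taken out this was 83.6%, but the arrays of chip 3 had taken part in choosing these probes. The treatment and the chips cannot be told apart for most of these genes, because chips 1, 2 and 4 each held 1 group and chip 3 set the groups at different positions. Differences in extraction, labelling or the date of hybridization between chips could take part in the calls, as could an effect of ethanol that chip 3 shows too weakly. For Islr2, Nrxn2, Pigt and Fermt2, singled out after their values were seen, the difference on chip 3 (-0.87, -0.58, -0.51 and 0.23) had the direction and about the size of that between the other chips (-0.82, -0.51, -0.53 and 0.26). The paper also reports that qPCR, which does not use the chips, bore out the changes of Syt11, Tom1, Atp2b1 and Fermt2.

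On chip 3 the ethanol-treated mice sat at odd and the controls at even positions. If position were behind the genes that differ there, the odd and even positions of chips 1, 2 and 4 would differ in the same way, although treatment is constant within them. The correlation was 0.568, and each pair of chips shared this axis (correlations between 0.306 and 0.584). Among candidate sources are the order of processing and the mice themselves, since on all 4 chips the even positions held the higher mouse numbers. A steady trend over mouse numbers would place chip 2 beyond chip 1 along the axis with a slope of 0.832, and the slope was -0.130, which argues against such a trend. Litter, age or cohort of the mice, and the order of extraction or labelling, stay open as untested.

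Immediate early genes (mean log2 change -0.18, adjusted p = 0.0045 by limma's camera, 9 of 9 probes lower), ribosomal protein genes (-0.06, adjusted p = 0.0018 by camera, 17 of 67 probes higher) and respiratory chain genes (-0.07, adjusted p = 6.1e-06 by camera, 11 of 75 probes higher) were lower in ethanol-treated mice, also by limma's fry (adjusted p = 0.0075, 0.0012 and 8.5e-05). However, 36 of 100 splits gave as many lists, so chance cannot be excluded for their number. On chip 3 their changes were -0.02, -0.08 and -0.04. With chip as a fixed block 3 lists passed by camera, olfactory bulb higher (adjusted p = 0.0023) and oligodendrocyte (1.4e-04) and ribosomal protein genes (0.0016) lower, and 0 passed by fry, whose smallest adjusted p was 0.0521. With odd or even position added to the block, chosen after seeing the data, 2 lists passed by camera, heat shock higher by 0.26 (adjusted p = 1.6e-06) and oligodendrocyte with a change of -0.20 (adjusted p = 0.0169), and heat shock also by fry (adjusted p = 0.0184). Under it the mean changes of the immediate early, ribosomal and respiratory lists were 0.065, -0.033 and 0.0050. Between odd and even positions of chips 1, 2 and 4 heat shock genes differed by -0.14. For the other lists the mean change and the adjusted p by camera were 0.18 and 0.379 (olfactory bulb), 0.03 and 0.705 (striatum), 0.09 and 0.705 (heat shock, with a median of -0.01), -0.03 and 0.875 (blood).

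If RNA quality or the yield of labelling lowered the ribosomal and respiratory lists, the same genes would also move where treatment is constant. The respiratory chain list differed by -0.0486 between odd and even positions of chips 1, 2 and 4, and the ribosomal list by 0.04 between chips 1 and 2 (adjusted p = 0.0409 by camera). The start of the probe in its transcript had a Spearman correlation of 0.106 with the change under treatment, 0.110 with that between odd and even positions and -0.0943 with that between chips 1 and 2. RNA quality and an effect of ethanol cannot be told apart for these lists, because both groups share no chip at equal positions and transcript length was not used here.

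Table S8 pairs 179 genes with miR-183, miR-182, miR-96 or miR-429. The paper reads correlations between some miRNAs and the genes of 1 module as pleiotropic. The hypothesis here was that a variable amount of olfactory bulb in the dissected FCtx makes such genes vary together. It predicted that a list of olfactory bulb markers follows the mean of these genes more than other lists do, within groups too. Of the 21 listed genes, 8 were tested (Doc2g, Pcdh21, Th, Sp8, Dlx1, Trh, Scgn and Nmb), so these are detected in most of the samples, and the level of Pcdh21 ranged over 19.5-fold. The score of the list had a correlation of 0.966 over the 32 arrays with the mean of the 120 positively paired genes that are not markers (Spearman 0.946, adjusted p = 1.3e-04 by a permutation test, the smallest the resamples can give). It was 0.961 without the 2 farthest arrays, 0.957 in ethanol-treated mice, 0.987 in controls and 0.977 within groups and chips. The next list in size was that of neurons at -0.579 (adjusted p = 0.0031, permutation test). The positively paired genes had a median correlation with the score of 0.69, the negatively paired ones of -0.51 and the other 641 genes of Table S8 of -0.04. The eigengene of module 6, which held all 8 markers, had a correlation of 0.960 with the score. These values are consistent with olfactory bulb tissue in varying amounts in the samples. The score averaged 0.440 at odd and -0.440 at even positions, and a regulation of these genes within the cortex was not tested and stays open.

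A variable amount of striatum or white matter was the hypothesis for a module. The highest positive correlation of the striatum or oligodendrocyte score with any eigengene within groups and chips was 0.476 (striatum, module 9), and 0.458 without A13. The largest in size was -0.481 (striatum, module 6, which held the olfactory bulb markers). This argues against these tissues as the main source of a module, while the olfactory bulb score reached 0.961 by the same measure.

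Whether the share of cell types differed between the groups was tested with the lists of neurons, astrocytes, oligodendrocytes and microglia. The largest mean change of the 4 was 0.059 (astrocytes), and their adjusted p by camera ranged from 0.332 to 0.705. Members of the lists went both ways. The oligodendrocyte list changed by -0.02 without a block and by -0.33 on chip 3. With chip as a fixed block it was lower by camera (adjusted p = 1.4e-04) and did not pass by fry (adjusted p = 0.211). With odd or even position added, chosen after seeing the data, its change was -0.20 (adjusted p = 0.0169 by camera, 0.618 by fry). A difference in cell shares and a change within cells cannot be told apart from these lists. For neurons, astrocytes and microglia, means near 0 over genes that move both ways decide neither. For oligodendrocytes the size of the change depended on the setting, and either would lower the list.

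Time of day at sacrifice would move circadian day and night genes in opposite directions. The night list, with 3 tested genes, changed by -0.030 and the day list, with 11 probes of 8 genes, by -0.017 (median 0.031). Both had an adjusted p of 0.875 by camera. Time of day and treatment cannot be told apart here, because few genes of the lists were tested and the day genes went both ways.

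All mice are described as female. If a male had been among them, an array would show Y-linked genes. Eif2s3y and Jarid1d were each detected on 0 arrays and Xist on 31 of 32, which argues against a male mouse or such a swap. Uty was detected on 17 arrays and Ddx3y on 32, with signals of 338 to 794 for Ddx3y on all of them, and the source of these signals was not tested.

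In the networks of the 2 groups, 2 of 100 splits, the real one included, gave a correlation as low as 0.173 between the groups. The values had been centred within the real groups, which lie mostly on different chips, whereas the other splits mixed groups and chips. The splits therefore cannot decide on chance here.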
